# The Conserved G-Protein Coupled Receptor FSHR-1 Regulates Protective Host Responses to Infection and Oxidative Stress

**DOI:** 10.1371/journal.pone.0137403

**Published:** 2015-09-11

**Authors:** Elizabeth V. Miller, Leah N. Grandi, Jennifer A. Giannini, Joseph D. Robinson, Jennifer R. Powell

## Abstract

The innate immune system’s ability to sense an infection is critical so that it can rapidly respond if pathogenic microorganisms threaten the host, but otherwise maintain a quiescent baseline state to avoid causing damage to the host or to commensal microorganisms. One important mechanism for discriminating between pathogenic and non-pathogenic bacteria is the recognition of cellular damage caused by a pathogen during the course of infection. In *Caenorhabditis elegans*, the conserved G-protein coupled receptor FSHR-1 is an important constituent of the innate immune response. FSHR-1 activates the expression of antimicrobial infection response genes in infected worms and delays accumulation of the ingested pathogen *Pseudomonas aeruginosa*. FSHR-1 is central not only to the worm’s survival of infection by multiple pathogens, but also to the worm’s survival of xenobiotic cadmium and oxidative stresses. Infected worms produce reactive oxygen species to fight off the pathogens; FSHR-1 is required at the site of infection for the expression of detoxifying genes that protect the host from collateral damage caused by this defense response. Finally, the FSHR-1 pathway is important for the ability of worms to discriminate pathogenic from benign bacteria and subsequently initiate an aversive learning program that promotes selective pathogen avoidance.

## Introduction

To survive an attack by a microbial pathogen, a host must first recognize that the pathogen is attempting to cause an infection so that it can then mount a response. Recognition can occur via direct binding of host pattern-recognition receptors (PRRs), including Toll-like receptors (TLRs) and NOD-like receptors (NLRs), to microbe-associated molecular patterns (MAMPs) [1]. Direct pathogen recognition is an effective detection mechanism for professional immune cells that exist in normally sterile environments: any microbe is a threat that therefore necessitates a response. In contrast, epithelial cells commonly encounter microbes of the normal microbiota that are benign or even beneficial to the host. Direct recognition of MAMPs is not sufficient for the discrimination of pathogen vs. non-pathogen because these broadly conserved molecules are found among both pathogenic and non-pathogenic members of a microbial group. The ability to differentiate a pathogen from a non-pathogen is critical because inappropriate activation of the innate immune response is energetically wasteful, can harm the beneficial microbiota, and can non-specifically harm the host itself [2].

Recognition of the “patterns of pathogenesis” associated with an infection instead of or in addition to recognition of the microbe itself permits the host innate immune system to distinguish between a pathogen and non-pathogen [2]. One such pattern of pathogenesis is the disruption of core host processes by microbial toxins. For example, *Pseudomonas aeruginosa* Exotoxin A cripples translation elongation by ADP-ribosylating EF-2. The *Caenorhabditis elegans* bZip transcription factor ZIP-2 is only translated when general translation is impeded by Exotoxin A; when expressed, ZIP-2 induces the transcription of a collection of antimicrobial innate immune effectors [3]. Thus, *C*. *elegans* uses ZIP-2-mediated surveillance of translation to detect a *P*. *aeruginosa* infection and activate the appropriate defense response.

Damage-Associated Molecular Patterns (DAMPs) that reveal physical or chemical damage to host cells can also be sensed by the host immune system as a pattern of pathogenesis and thus as a mode of discriminating pathogens from non-pathogens. For example, the tyrosine metabolite 4-hydroxyphenyllactic acid (HPLA) is a DAMP produced by *C*. *elegans* in response to sterile wounding or infection with the fungus *Drechmeria coniospora*. HPLA is a ligand of the G-protein coupled receptor (GPCR) DCAR-1, which subsequently activates a MAPK-mediated defense response [4]. Thus, this GPCR does not bind the pathogen directly; rather, it senses damage caused by a pathogen but not a non-pathogen.

GPCR-based innate immune recognition of bacterial pathogens extends beyond the DCAR-1/HPLA system. Bacterial uracil, which is secreted at higher levels by pathogens than by commensals, is a pattern of pathogenesis that is recognized by an as-yet-unidentified GPCR in the *Drosophila melanogaster* gut epithelium. Uracil-activated GPCR signaling triggers the production of reactive oxygen species (ROS), an essential component of the *Drosophila* defense against midgut infections [5,6]. In mice, nasal epithelial cells detect acyl-homoserine lactone quorum sensing molecules, which are associated with virulence in Gram-negative bacteria, via GPCR/phospholipase C-mediated signaling [7]. These chemosensory cells then activate a local inflammatory response [8]. These examples illustrate that G-protein coupled receptors, long known to play important roles in diverse processes, are emerging as central players in the detection of infection.

Here we describe a conserved GPCR that acts in the intestine to regulate protective host responses toward toxic xenobiotics and ingested pathogens. The *C*. *elegans* Follicle Stimulating Hormone Receptor homolog FSHR-1 is required for the innate immune response to diverse pathogens [9]. FSHR-1 delays the intestinal accumulation of ingested pathogenic bacteria. Upon infection, the FSHR-1 pathway activates not only the expression of known infection response genes, but also a collection of stress response genes. FSHR-1 protects worms from toxic reactive oxygen species (ROS) and cadmium, independent of infection. FSHR-1 is required for worms to learn aversive behavior toward pathogens, and overexpression causes avoidance of benign bacteria, indicating that the FSHR-1 pathway contributes to the worm’s ability to discriminate pathogen from non-pathogen.

## Results and Discussion

### FSHR-1 delays pathogen accumulation in the intestine

Intestinal infection by *Pseudomonas aeruginosa* strain PA14 progresses more quickly in *fshr-1* mutants than in wild-type *C*. *elegans*. Wild-type worms exposed to PA14 initially appear healthy, but by 8 hours post-infection they begin to show early symptoms of the infection, including a distension of the lumen of their intestine. By 24 hours post-infection, the worms may appear sickly and slightly small and the intestine has begun to accumulate live actively dividing bacteria [10]. To determine the effect of a null *fshr-1(ok778)* mutation on this progression of infection, we exposed worms to GFP-labeled PA14. At the light microscopic level, *fshr-1(ok778)* mutant worms follow the same sequence of infection as wild-type worms, but develop symptoms of infection more quickly. For example, by 18 hours of exposure to GFP-labeled PA14, most wild-type worms have very little fluorescence in the lumen of their intestines, suggesting they have not yet amassed a substantial amount of PA14 (Fig 1A and 1C). In contrast, after 18 hours of exposure to GFP-PA14, *fshr-1(ok778)* mutants have already accumulated a significantly greater amount of the fluorescent pathogen in their intestinal lumens (P<0.0001) (Fig 1B and 1C).

**Fig 1:**
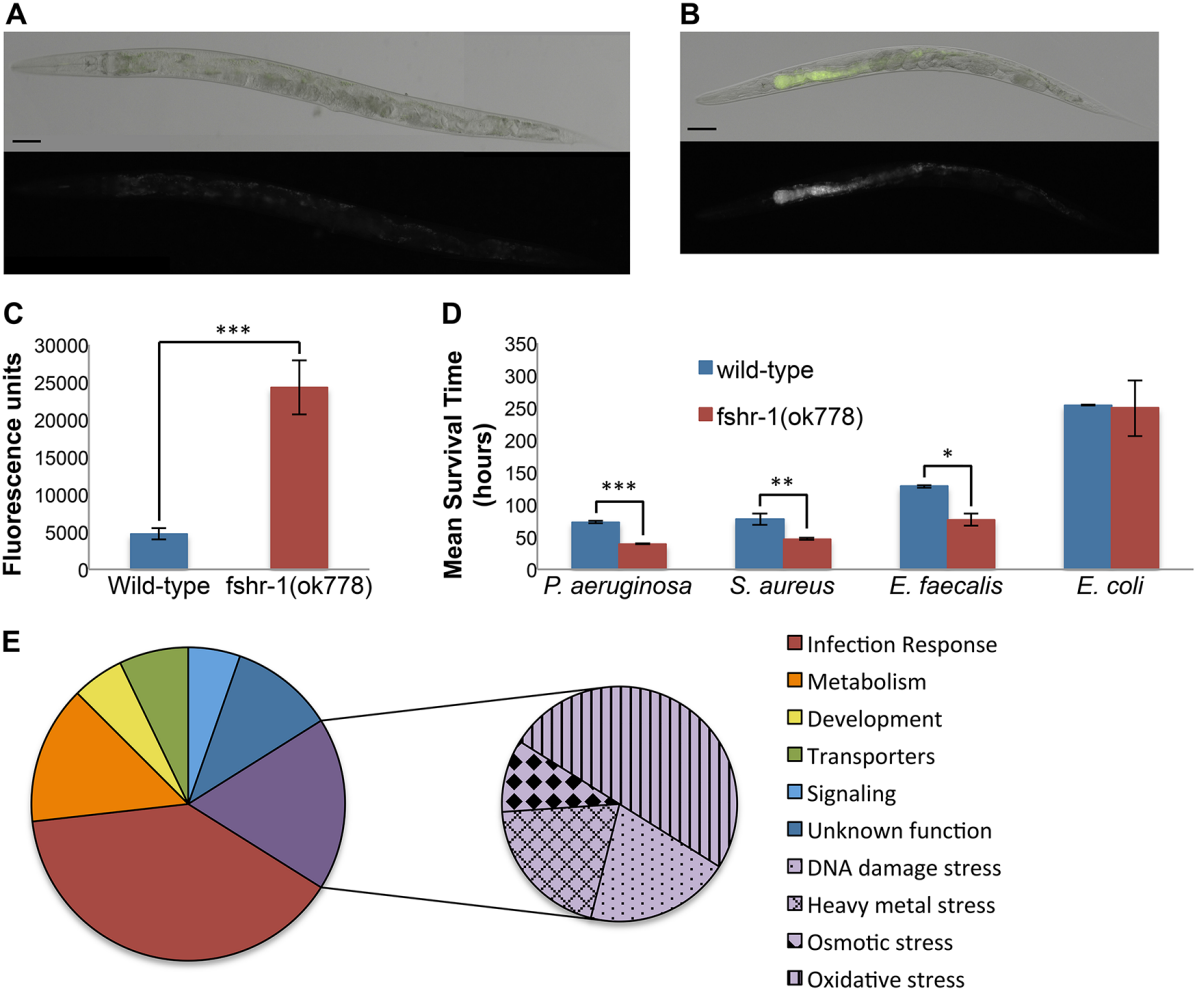
FSHR-1 is required for the defense against diverse pathogens. Representative wild-type (A) and *fshr-1(ok778)* mutant (B) worms fed GFP-PA14 for 18 hours. Scale bars = 100 μm. (C) Quantification of the sum of the intestinal fluorescence intensity for at least 10 representative individual worms per condition. (D) Mean survival time of wild-type and *fshr-1(ok778)* mutant worms exposed to different bacterial food sources. * P<0.05, **P<0.01, *** P<0.0001 in unpaired t-test. Error bars are SEM. (E) Functional annotation of genes whose mean expression from three microarray replicates in wild-type worms infected with PA14 for 4 hours was at least 2-fold higher than their mean expression in *fshr-1(ok778)* mutants infected with PA14 for 4 hours, with P<0.05. Genes known to be involved both in infection response and stress response were grouped with stress response.

Both wild-type and *fshr-1(ok778)* mutant worms eventually succumb to a PA14 infection. However, infected *fshr-1(ok778)* worms have a mean survival time of 39 hours, significantly less than the wild-type mean survival time of 73 hours (P<0.0001) (Fig 1D). We previously showed that the slope of the survival curves is approximately the same but the *fshr-1* survival curve is shifted to the left [9]. This observation, combined with the more rapid accumulation of pathogenic PA14, suggests that FSHR-1 protects *C*. *elegans* from bacterial infection by delaying the establishment or progression of the infection.

Could FSHR-1 be a pattern recognition receptor? Its extracellular domain contains seven Leucine-Rich Repeat domains, protein-protein interaction motifs that are also present in the ligand-binding domains of Toll-like receptors (TLRs) and Nod-like receptors (NLRs) [11]. However, *fshr-1(ok778)* mutants are more sensitive than wild-type worms to infection by diverse pathogens, including not only the Gram negative pathogen PA14, but also the Gram positive bacterial pathogens *Staphylococcus aureus* (P>0.01) and *Enterococcus faecalis* (P>0.05) (Fig 1D) [9], as well as the eukaryotic fungal pathogen *Candida albicans* (R. Pukkila-Worley and J. Powell, personal communication). Because these microbes are members of structurally dissimilar classes, it is unlikely that FSHR-1 detects infection by binding directly to a common MAMP possessed by these distinct phyla. Rather than serving as a direct PRR like fellow LRR-containing TLRs and NLRs, we propose that FSHR-1 is an indirect sensor of infection.

### FSHR-1 regulates the expression of immune and stress-associated genes

To understand the effect of the FSHR-1 pathway on the innate immune response in *C*. *elegans*, we examined gene expression in infected worms. We previously showed that FSHR-1 is required in *C*. *elegans* for the transcriptional induction of a set of known infection response genes upon exposure to PA14 [9]. Many of these genes are thought to have antimicrobial activity that antagonizes the infecting pathogen [12]. 

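RNA from wild-type N2 worms and from *fshr-1(ok778)* mutants was measured on Affymetrix arrays that cover the *C. elegans* genome. Worms of each genotype had spent 4 hours on *E. coli* OP50 or on *P. aeruginosa* PA14, which gives 4 conditions with 3 arrays each. The replicates carry the numbers 9, 15 and 30, and the 4 conditions of a number were prepared side by side. The authors deposited a single intensity per probe set and array on a linear scale. In every array the mean intensity was close to 500.1 after 2% of the values were left out at each end, so the arrays had already been scaled to a common level. The program that summarized the probes is not given in the sources used here. The median intensity was 81.5, 84.4 and 83.2 in wild-type worms on OP50 and 85.5, 71.4 and 89.0 in wild-type worms on PA14. In *fshr-1(ok778)* mutants it was 86.8, 102.7 and 97.9 on OP50 and 90.4, 84.2 and 111.2 on PA14. The log2 intensities of 22548 probe sets, with 77 control probe sets left out, were compared between conditions with limma. The fit took its estimate of the spread from all 12 arrays, and a gene was called changed at a Benjamini-Hochberg adjusted p under 0.05. Each of 17138 genes was read from its own probe set with the highest mean log2 intensity. The number of arrays limits the precision of these values.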

To gain a more complete picture of the downstream transcriptional impact of the FSHR-1 pathway, we performed a full-genome microarray on wild-type or *fshr-1(ok778)* null mutant worms that were either infected with PA14 or grown on relatively non-pathogenic *E*. *coli* OP50 as a control [13]. We used quantitative RT-PCR (S1 Fig) and transcriptional reporter (S2 Fig) analyses to validate the microarray results. 

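On OP50, the signal of *fshr-1* itself was 231 ± 26.6 (SD, n = 3) in wild-type worms and 18.2 ± 12.3 (SD, n = 3) in *fshr-1(ok778)* mutants, a log2 fold change of 3.86 (standard error 0.46, adjusted p = 0.00734 from limma). The signal in the mutants lies below 48.4, the mean level that the dimmest 40% of probe sets do not exceed, so the size of this fold change is not exact. The gene with the largest difference was *bcf-1*, with a signal of 8218 ± 879 in wild-type worms and 108 ± 3.77 in the mutants (SD, n = 3 each) and a log2 fold change of 6.25 (standard error 0.24, adjusted p = 4.46e-06). Also higher in wild-type worms were *haf-6*, an ABC transporter, at a log2 fold change of 2.32 (adjusted p = 0.00299) and *ech-4*, of the enoyl-CoA hydratase family, at 2.09 (adjusted p = 0.000669). Among the genes higher in the mutants, the claudin-like gene *clc-11* had a log2 fold change of -5.61 (adjusted p = 0.00669), the bestrophin channel gene *best-5* one of -4.70 (adjusted p = 0.000669) and the insulin-like peptide gene *ins-35* one of -3.96 (adjusted p = 0.000669). The cystathionine gamma-lyase gene *cth-1* had a log2 fold change of -4.32 (adjusted p = 0.00669).

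In all, 76 of 17138 genes differed between the genotypes on OP50, 16 of them higher in wild-type worms and 60 higher in the mutants. Of 33 infection response effectors, the 3 that passed the test (*C17H12.8*, *clec-67* and *clec-85*) were all higher in the mutants, with log2 fold changes of -2.02, -1.59 and -1.55, the latter 2 not past the threshold after median centring (adjusted p = 0.0805 and 0.106). With p adjusted over the list alone, 11 effectors were higher in the mutants and 2 in wild-type worms. The list as a whole was shifted toward the mutants (median log2 fold change -0.34, adjusted p = 0.0164 from camera, adjusted p = 0.649 with an estimated correlation), and without replicate 15 its adjusted p was 0.15. Markers of the intestine (-0.42, adjusted p = 0.0164, 12 genes), of neurons (-0.55, adjusted p = 0.00319, 16 genes) and of sperm (-1.18, adjusted p = 7.54e-13, 40 genes) moved the same way (adjusted p = 0.623 for each with an estimated correlation), so the shift is not specific to the effectors. Without replicate 15 the adjusted p was 0.0637 for the intestine and for the neuron markers, and for the intestine markers it was 0.169 without replicate 30 and 0.0566 after median centring. Of 21 heat shock proteins, *hsp-17* was higher in the mutants (log2 fold change -1.88, adjusted p = 0.00324), as was *hsp-3* (-0.99, adjusted p = 0.0424, but 0.0636 after quantile normalization and 0.25 after median centring). The count adjusted over the list alone was also 2. Of the genes named here, *bcf-1* alone passed without each replicate in turn (*fshr-1* had adjusted p values of 0.0692, 0.249 and 0.128 without replicates 9, 15 and 30), and the count of changed genes was 2 without replicate 9, 2 without replicate 15 and 30 without replicate 30. Without a single array it was as low as 31, without the *fshr-1(ok778)* array of replicate 30 on OP50. With the replicate as a block it was 145, of which 18 were higher in wild-type worms. After median centring, which moved the median of all genes from -0.04 to 0.16, 20 genes were higher in wild-type worms and 33 in the mutants.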

Thirty four genes were expressed at greater than 2-fold higher levels (P<0.05) in wild-type worms relative to *fshr-1(ok778)* mutants grown on *E*. *coli* (S1 Table). 

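On PA14, *fshr-1* had a signal of 286 ± 22.6 (SD, n = 3) in wild-type worms and 9.25 ± 4.70 (SD, n = 3) in *fshr-1(ok778)* mutants, a log2 fold change of 5.08 (standard error 0.46, adjusted p = 0.00229 from limma). As on OP50, the mutant signal is in the range of the dimmest probe sets, so the size of the fold change is not exact. *bcf-1* was again the gene with the largest difference in favour of wild-type worms, at a log2 fold change of 6.62 (standard error 0.24, adjusted p = 2.52e-06). Also higher in wild-type worms was *sysm-1*, which encodes a peptide induced by infection, at 5.18 (standard error 0.64, adjusted p = 0.0104). Among the genes higher in the infected mutants, the DEG/ENaC channel genes *acd-1*, *delm-2* and *acd-2* had log2 fold changes of -4.30 (adjusted p = 0.000712), -3.50 and -3.25 (adjusted p = 0.00229 for both). The sodium/proton exchanger gene *nhx-6* was at -4.99 (adjusted p = 0.00652) and the potassium chloride cotransporter gene *kcc-2* at -3.36 (adjusted p = 0.0128).

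In all, 58 genes differed between infected wild-type worms and infected mutants, 19 of them higher in wild-type worms and 39 higher in the mutants. Of the genes that differed on PA14, 7 were also higher in wild-type worms on OP50, where independent lists would share 0.0177, and 17 were also higher in the mutants on OP50, where independent lists would share 0.137. These figures are only a rough guide, since both comparisons use the same estimate of each gene's spread. The first group was *bcf-1*, *ech-4*, *fshr-1*, *haf-6*, *K09C4.1*, *Y105C5B.15* and *Y40H7A.10*. *ins-35*, *best-5*, *cth-1*, *acd-1*, *acd-2* and *delm-2* were in the second. Of the genes named here, *bcf-1* alone passed without each replicate in turn, and *fshr-1* had adjusted p values of 0.217 and 0.0846 without replicates 15 and 30. The count of changed genes was 4 without replicate 9, 6 without replicate 15 and 7 without replicate 30, and 21 without the *fshr-1(ok778)* array of replicate 9 or of replicate 15 on PA14. The split between the directions was 27 genes higher in wild-type worms and 31 in the mutants after quantile normalization, and 28 and 27 after median centring, which moved the median of all genes from -0.06 to 0.15.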

Fifty-six genes were expressed at greater than 2-fold higher levels (P<0.05) in wild-type worms infected with PA14 relative to infected *fshr-1(ok778)* mutants (S2 Table). When we examined the reported functions of the genes whose expression in infected worms depends on *fshr-1*, we observed that many were known antimicrobial infection response genes; in addition, 18% of *fshr-1*-regulated genes were associated with some type of cellular stress (Fig 1E).

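Among the genes expressed at higher levels in infected wild-type worms than in infected *fshr-1(ok778)* mutants were 4 of 30 CUB-like genes, a family that responds to infection. They were *F55G11.3*, at a log2 fold change of 3.66 (standard error 0.50, adjusted p = 0.0176 from limma) and a low mean signal, *ZK896.5* at 2.19 (standard error 0.19, adjusted p = 0.00224), *K08D8.5* at 1.95 (standard error 0.28, adjusted p = 0.0225) and *F35E12.6* at 1.6 (standard error 0.20, adjusted p = 0.0121). When adjusted over the list alone, 11 CUB-like genes were higher in wild-type worms. The family had a median log2 fold change of 0.70 (adjusted p = 1.62e-08 from camera, adjusted p = 0.258 with an estimated correlation). Of 33 infection response effectors, *sysm-1* and *K08D8.5* passed the test. Adjusted over the list alone, 7 effectors were higher in wild-type worms and 1 was higher in the mutants. Their median log2 fold change was 0.25 (adjusted p = 0.000499 from camera, adjusted p = 0.699 with an estimated correlation). S2 Table holds 12 of the CUB-like genes and 8 of the effectors, so these lists are not independent evidence of a direction. The C-type lectin gene *clec-4* had a log2 fold change of 2.08 (adjusted p = 0.0655, and 0.0489 with the replicate as a block).

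Of the genes linked to cellular stress, the glutathione S-transferase gene *gst-38* was higher in infected wild-type worms, the only 1 of 43 family members to pass over all genes or adjusted over the list alone (family as a whole, median log2 fold change 0.15, adjusted p = 0.125, but 0.0475 without replicate 15). Of 27 antioxidant enzymes, 2 were higher and 1 was lower in wild-type worms when adjusted over the list alone (median log2 fold change 0.16, adjusted p = 0.113 from camera). Among them, the glutathione peroxidase gene *gpx-7* had a log2 fold change of 1.23 (adjusted p = 0.0826), which passed after quantile normalization (adjusted p = 0.0293) and under 4 further settings. The metallothionein gene *mtl-1*, 1 of 12 genes of the heavy metal response, was higher in the mutants (log2 fold change -2.56, adjusted p = 0.0343, and 1 gene adjusted over the list alone), with an adjusted p of 0.0541 after quantile normalization and 0.0895 after median centring. Of the 14 SKN-1 targets, 3 were higher and 3 were lower in wild-type worms when adjusted over the list alone (median log2 fold change 0.33, adjusted p = 0.0828 from camera, 0.0472 with a trended and robust prior and 0.0116 without replicate 15). *ZK896.5* was not past the threshold when its probe sets were averaged (adjusted p = 0.197). None of the genes called here, *ZK896.5* among them, kept an adjusted p under 0.05 without each replicate in turn.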

### FSHR-1 acts in the intestine to mediate survival of heavy metal and oxidative stress

One way that host cells sense an infection indirectly is by assessing infection-induced cellular damage or stress. Because the loss of *fshr-1* is associated with sensitivity to diverse pathogens and results in the misregulation of a set of stress-response genes, we hypothesized that the FSHR-1 pathway may contribute to the worm’s immune defenses by responding to general damage or cellular stress caused by infection. As a corollary, we predicted that the FSHR-1 pathway might also sense some types of cellular stress in the absence of infection. To test this prediction, we measured the survival of worms subjected to several types of stress.

To determine the effects of heavy metal stress on *fshr-1(ok778)* mutants, we exposed L4 worms to 100 μM cadmium and measured their survival. *fshr-1(ok778)* mutants died significantly more quickly in the presence of cadmium than wild-type worms (One-way ANOVA, F = 110.68; Tukey HSD test, P<0.05) (Fig 2A and 2B). Expression of *fshr-1* in the intestine is necessary and sufficient for its role in the response to infection by PA14 [9], so we also tested whether *fshr-1(+)* expressed in the intestine could rescue the cadmium sensitivity phenotype of *fshr-1(ok778)* mutants. Interestingly, expression of *fshr-1(+)* from an intestinal promoter rescued the cadmium sensitivity phenotype and conferred resistance to cadmium exposure (One-way ANOVA, F = 110.68; Tukey HSD test, P<0.01) (Fig 2A and 2B). These data suggest that the *fshr-1* pathway is not only required for surviving cadmium exposure, but also could be sufficient in the intestine to protect worms against cadmium-induced damage independent of infection.

**Fig 2:**
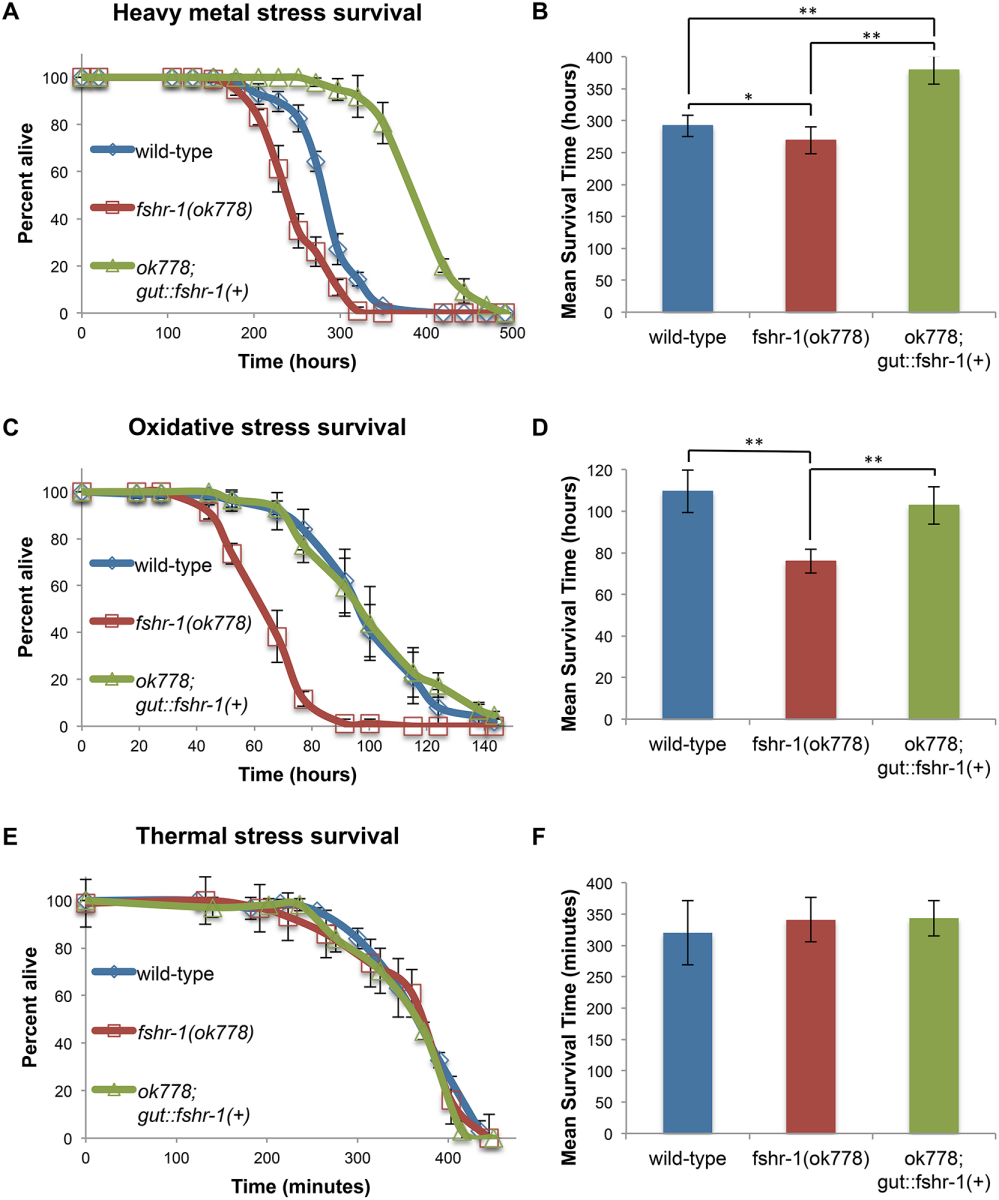
FSHR-1 is required for the survival of heavy metal and oxidative stress. Wild-type, *fshr-1(ok778)* mutants, and mutants rescued with *fshr-1(+)* in the intestine were measured for their ability to survive different types of stress. Worms were subjected to 100 μM cadmium (A, B), 5 mM paraquat (C, D), or 37°C (E, F). Representative survival curves for approximately 80–100 worms for each condition are shown in (A, C, and E) with standard deviation error bars. The mean survival time for each genotype was calculated for at least three independent experiments (B, D, F). Error bars are SEM. One-way ANOVA and Tukey HSD test, *P<0.05, **P<0.01.

To determine whether the *fshr-1* pathway plays a role in the survival of oxidative stress, we placed worms on plates containing 5 mM paraquat, which causes the production of reactive oxygen species (ROS). *fshr-1(ok778)* mutants died significantly more quickly than wild-type worms (One-way ANOVA, F = 40.96; Tukey HSD test, P<0.01) (Fig 2C and 2D). Additionally, intestinal expression of *fshr-1(+)* rescued the paraquat sensitivity phenotype (One-way ANOVA, F = 40.96; Tukey HSD test, P<0.01), suggesting that the *fshr-1* pathway is important for the ability of worms to survive infection-independent oxidative stress in the same tissue in which it acts to promote survival of infection.

Wild-type worms subjected to thermal stress survive at 37°C for an average of 320 minutes (Fig 2E and 2F). The mean survival of *fshr-1(ok778)* mutants at 37°C is not significantly different from the survival of wild-type worms (One-way ANOVA, F = 0.42, P = 0.669), indicating that the *fshr-1* pathway does not respond to the damage caused by high heat.

Because *fshr-1(ok778)* mutants are sensitive to oxidative and cadmium stress but not to thermal stress, the FSHR-1 pathway responds specifically to certain types of stress rather than more broadly to any type of cellular damage. Many studies have shown that cadmium exposure causes oxidative stress through the production of ROS (recently reviewed in [14]). Microarray experiments have also shown that cadmium exposure induces many of the same changes in gene expression as infection by *Pseudomonas aeruginosa* [12]. It is possible this common response is due to the fact that ROS play important roles in the interaction between host and pathogen during an infection [15]. Thus, host cells are subjected to oxidative stress both when infected and when exposed to toxic doses of cadmium. We propose a model in which the FSHR-1 pathway senses and responds to oxidative damage from a variety of sources, including exogenously added chemicals and the worm’s own immune system.

### FSHR-1 controls the induction of the oxidative-stress response gene *gcs-1* in response to infection

*C*. *elegans* intestinal cells generate an oxidative burst upon infection with *Enterococcus faecalis* strain OG1RF [15]. The dual oxidase Ce-Duox1/BLI-3 is responsible for the formation of these ROS, and is required for the worm to fight the *E*. *faecalis* infection [16,17]. Because ROS react with and damage a variety of biological molecules, and do not discriminate against host or pathogen targets, *C*. *elegans* intestinal cells and other host cells that produce ROS as a form of pathogen defense must also induce an oxidative stress response to detoxify the ROS and protect itself from collateral damage. In worms infected with *E*. *faecalis* or PA14, this detoxification response is mediated by the Nrf transcription factor SKN-1 [18].

GCS-1 is a phase II detoxification enzyme and catalyzes the rate-limiting step of glutathione biosynthesis. It is an important target of SKN-1 and is a participant in the oxidative stress response in *C*. *elegans*. Wild-type worms induce the intestinal expression of a *gcs-1*::*gfp* transcriptional reporter within 5 hours of infection with PA14 (One-way ANOVA, F = 13.33; Tukey HSD test, P<0.01)(Fig 3A, 3B and 3E). Note that this change in gene expression occurs rapidly, before visible physical symptoms appear. In contrast, *fshr-1(ok778)* mutant worms fail to induce expression of *gcs-1*::*gfp* upon PA14 infection (Fig 3C–3E). These data, in combination with the microarray (Fig 1E), indicate that *fshr-1* is required for the early activation of the host’s protective oxidative stress response upon infection.

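On the arrays, *gcs-1*, which encodes the rate-limiting enzyme of glutathione synthesis, had a signal of 1402 ± 95.2 (SD, n = 3) in wild-type worms on OP50 and 2302 ± 439 (SD, n = 3) after 4 hours on PA14. In *fshr-1(ok778)* mutants the signal was 1447 ± 71.3 on OP50 and 2207 ± 264 on PA14 (SD, n = 3 each). The log2 fold change on PA14 was 0.70 in wild-type worms (standard error 0.18, adjusted p = 0.109 from limma) and 0.60 in the mutants (standard error 0.18, adjusted p = 0.245). The response of wild-type worms exceeded that of the mutants by 0.09 (standard error 0.26, adjusted p = 1). Another probe set for *gcs-1*, with a lower signal, differed more between the genotypes. It went from 497 ± 87.5 to 931 ± 96.5 in wild-type worms and from 479 ± 95.8 to 592 ± 27.7 in the mutants (SD, n = 3 each). Its log2 fold change was 0.91 in wild-type worms (standard error 0.20, adjusted p = 0.0482) and 0.32 in the mutants (standard error 0.20, adjusted p = 0.876), and the difference between these responses was 0.59 (standard error 0.28, adjusted p = 1). For wild-type worms, the first probe set passed the threshold with a pseudocount of 32 (adjusted p = 0.0377), with dim probe sets left out (0.0376) and with a trended and robust prior (0.0229), and the mean of both probe sets passed as well (0.0313).

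Of 27 antioxidant enzymes, *gpx-1* rose on PA14 in both genotypes and the methionine sulfoxide reductase gene *msra-1* fell, by 1.63 on the log2 scale in wild-type worms (adjusted p = 0.0094) and by 3.00 in the mutants (adjusted p = 0.000753), a difference of 1.37 (adjusted p = 0.674). *gpx-7* fell by 1.56 in the mutants (adjusted p = 0.00939) and had a log2 fold change of -0.10 in wild-type worms (adjusted p = 0.94), a difference of 1.45 (adjusted p = 0.445). Adjusted over the list alone, 2 enzymes rose and 1 fell in wild-type worms, and 3 rose and 2 fell in the mutants. The enzymes as a group had an adjusted p of 0.163 in wild-type worms, 0.796 in the mutants and 0.247 for the difference in response from camera, which became 0.043 with dim probe sets left out. Of 14 targets of the transcription factor SKN-1, 3 rose in wild-type worms (*gst-7*, *gst-13* and *gst-38*) and 2 in the mutants (*gst-13* and *gst-38*), or 4 and 6 adjusted over the list alone. The median log2 fold change of these targets was 0.60 in wild-type worms (adjusted p = 6.15e-05, adjusted p = 0.0976 with an estimated correlation) and 0.72 in the mutants (adjusted p = 2.82e-08, adjusted p = 0.02 with an estimated correlation). Their responses differed between the genotypes by a median of 0.03 (adjusted p = 0.885). *gst-7* rose by 0.86 in wild-type worms (adjusted p = 0.0235, 0.1 after median centring) and had a log2 fold change of 0.59 in the mutants (adjusted p = 0.174), a difference of 0.26 (adjusted p = 1), and it did not pass in wild-type worms without any one replicate number (0.552, 0.291 and 0.135). *msra-1* did not pass in either genotype without replicate 9 (adjusted p = 0.351 and 0.162) or replicate 15 (0.133 and 0.103), and *gpx-7* in the mutants had adjusted p values of 0.199, 0.24 and 0.14 without replicates 9, 15 and 30. From the *gcs-1*::*gfp* reporter together with the microarray, the paper concludes that *fshr-1* is needed for the oxidative stress response to be activated early in infection.

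**Figure D1:**
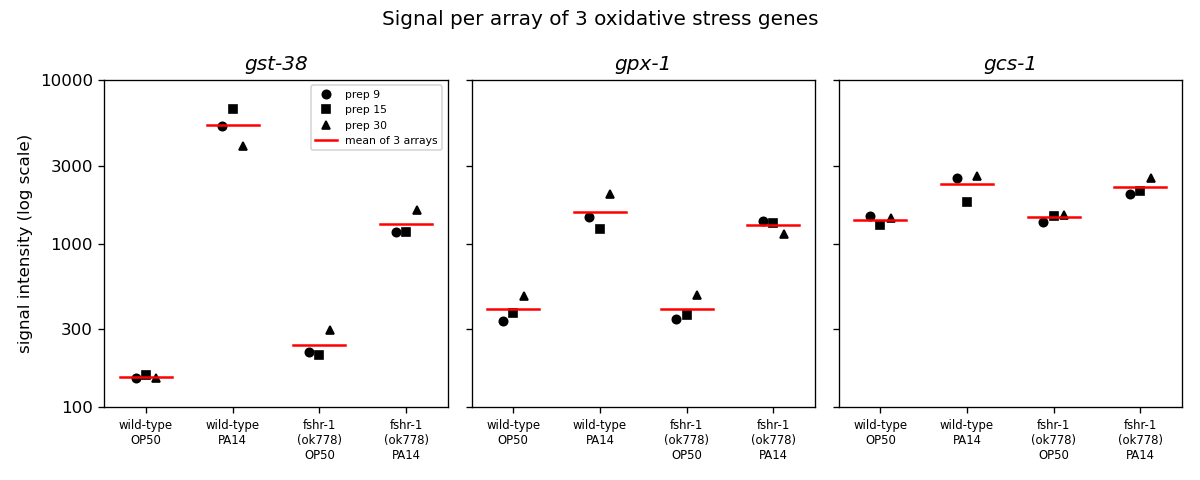
Array signal of *gcs-1*, *gpx-1* and *gst-38* (log axis) in wild-type worms and *fshr-1(ok778)* mutants on OP50 and PA14. Each point is 1 of the 3 arrays of a condition, its marker gives the replicate number, and the red line is the mean of the 3 arrays. The points for *gst-38* on PA14 lie higher in wild-type worms than in the mutants.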

**Fig 3:**
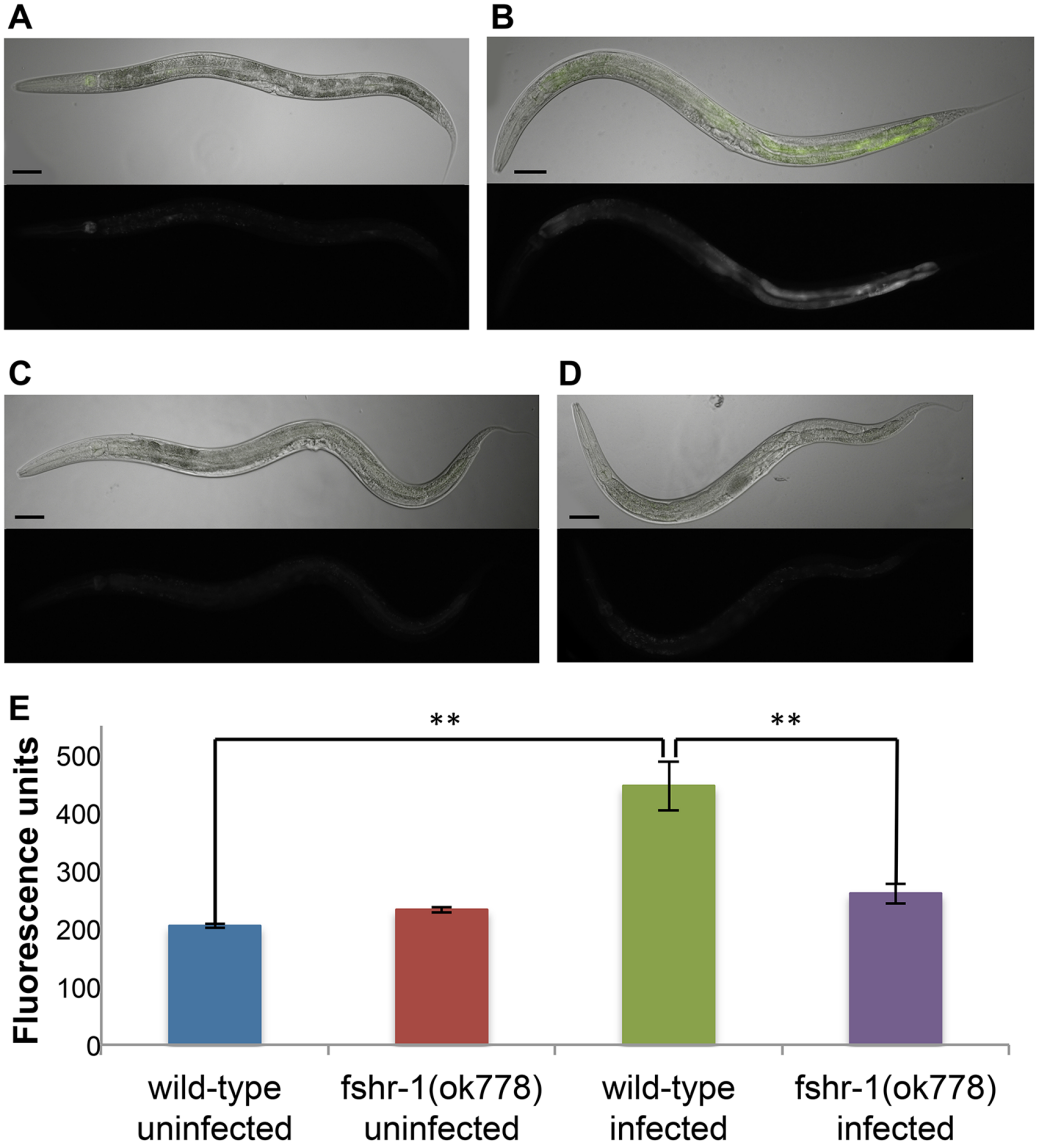
FSHR-1 is required for the induction of the oxidative stress response by PA14. *ldIs3[gcs-1*::*gfp]* (A, B) or *fshr-1(ok778); ldIs3[gcs-1*::*gfp]* (C, D) worms were exposed to OP50 (A, C) or PA14 (B, D) for 5 hours. Representative worms show that in a wild-type background, *gcs-1*::*gfp* is induced by pathogen exposure; this induction depends on *fshr-1*. Scale bars = 100 μm. (E) Quantification of the mean fluorescence intensity of the intestine for each condition (see Methods). Error bars are SEM. One-way ANOVA and Tukey HSD test, **P<0.01.

### FSHR-1 mediates the avoidance of pathogens

Another important component of immunity is a behavioral response to pathogen exposure. Worms increase their survival when they avoid a lawn of pathogenic bacteria, presumably because they ingest fewer pathogen cells [19–22]. To determine whether *fshr-1* contributes to the behavioral avoidance of pathogens, we measured the occupancy of worms on lawns of pathogenic and non-pathogenic bacteria. Both wild-type and *fshr-1(ok778)* mutant worms prefer to forage on a lawn of relatively non-pathogenic *E*. *coli* strain OP50, with more than 90% of the worms found occupying the lawn (Fig 4A and 4B). Wild-type worms can distinguish between pathogenic and non-pathogenic bacteria and initiate an aversive learning program to actively avoid feeding on the pathogen [20,23,24]. Initially, wild-type worms are attracted to pathogenic PA14 and occupy a lawn at levels similar to a non-pathogenic OP50 lawn (Fig 4A and 4C). After 9 hours of exposure to PA14, however, only 29% of wild-type worms occupy a lawn of the pathogen (Fig 4D). Although *fshr-1(ok778)* mutants are indistinguishable from wild-type in their occupancy of non-pathogenic OP50 lawns and of their initial occupancy of pathogenic PA14 lawns (Fig 4A, 4B and 4C), *fshr-1(ok778)* mutants are impaired in their ability to learn pathogen avoidance. 45% of *fshr-1(ok778)* mutants remain on a lawn of PA14 after 9 hours of exposure (One-way ANOVA, F = 8.89; Tukey HSD test, P<0.01) (Fig 4D). Additionally, *fshr-1*(RNAi) worms show significantly lower lawn occupancy (51%) after 9 hours of exposure to PA14 than control RNAi worms (21%, two-sample T-test, P<0.001), confirming that FSHR-1 is required for the ability of worms to avoid pathogenic bacteria (S3 Fig).

**Fig 4:**
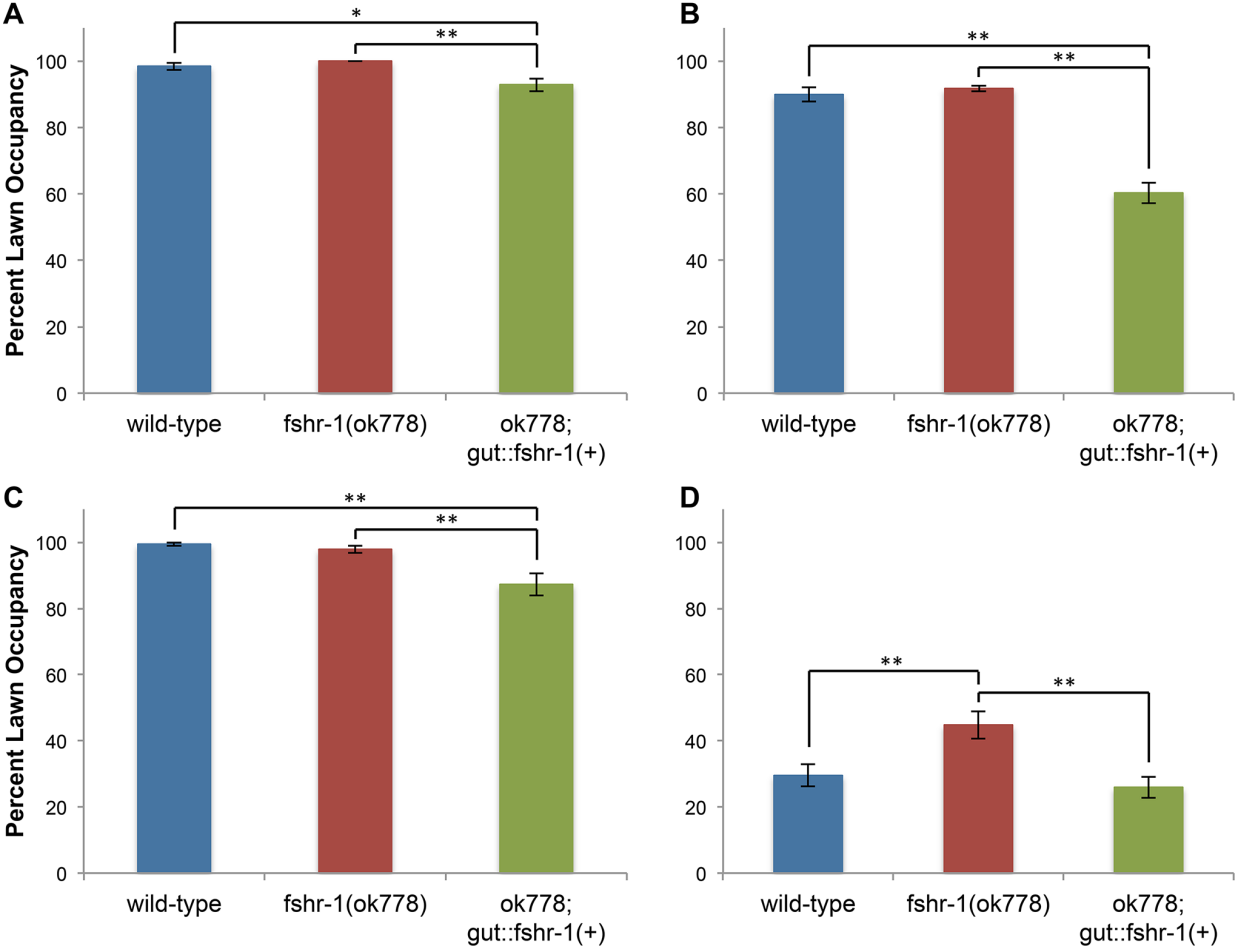
FSHR-1 promotes the avoidance of pathogenic PA14. The occupancy of wild-type, *fshr-1(ok778)*, and *ok778; agIs35[gut*::*fshr-1(+)]* worms on a lawn of relatively non-pathogenic *E*. *coli* OP50 (A, B) or pathogenic *P*. *aeruginosa* PA14 (C, D) was measured <1 hour (A, C) and 9 hours (B, D) after transferring worms to the lawn. Error bars are SEM. One-way ANOVA and Tukey HSD test, *P<0.05, **P<0.01.

Learned behavioral avoidance requires that the worm identify the microbe and associate that identity with the effects of the infection. Microbial identification is mediated by a chemosensory circuit that detects secondary metabolites and activates a neuroendocrine signaling pathway [23,24]. Although the detection of secondary bacterial metabolites associated with virulence can indicate not only the presence of a bacterium but also an infection, it is likely this neuronal signal is integrated with signals from the site of infection. To determine whether FSHR-1 acts in the intestine to influence pathogen avoidance, we measured the lawn occupancy of worms expressing FSHR-1 exclusively in the intestine. Intestine-specific expression of the wild-type *fshr-1(+)* from the integrated transgene *agIs35[gut*::*fshr-1(+)]* was sufficient to rescue the PA14 avoidance defect of *fshr-1(ok778)* null mutants (One-way ANOVA, F = 8.89; Tukey HSD test, P<0.01), suggesting that FSHR-1 does function in the intestine for this role (Fig 4D).

Interestingly, worms with the *agIs35[gut*::*fshr-1(+)]* transgene inappropriately avoid bacterial lawns in the absence of a pathogen. Only 60% of *gut*::*fshr-1(+)* transgenic worms occupy a lawn of OP50 after 9 hours of exposure, while 90% of wild-type and *fshr-1(ok778)* mutant worms are present in the lawn (Fig 4B) (One-way ANOVA, F = 54.84, P<0.0001). Even in the absence of aversive learning, naïve transgenic worms show a modest but statistically significant 10% reduction in their occupancy of a bacterial lawn on which they were recently placed (Fig 4A and 4C) (OP50: One-way ANOVA, F = 8.38; Tukey HSD test, P<0.01. PA14: One-way ANOVA, F = 9.85; Tukey HSD test, P<0.01). It is possible that the heterologous intestinal promoter and multiple copies in which the *gut*::*fshr-1(+)* transgene is present cause a hyper-activation of the FSHR-1 pathway, which could incorrectly or constitutively signal the need to avoid a microbe.

To determine the extent to which an altered avoidance behavior contributes to the infection sensitivity phenotype of *fshr-1(ok778)* mutants, we performed killing assays using standard or big lawns. In a standard killing assay, the lawn of pathogen covers only part of the plate, giving the worms the option to avoid this lawn and reduce their consumption of the pathogen. A big lawn assay removes this choice by covering the entire surface of the agar with the pathogen. Wild-type worms die more quickly in a big-lawn killing assay than in a standard small-lawn killing assay (One-way ANOVA, F = 255.04; Tukey HSD test, P<0.01), confirming previous reports that avoiding the lawn is one successful strategy for fighting infection (Fig 5A and 5B) [19,25,26]. Infected *fshr-1(ok778)* mutants die along a nearly identical time course in standard small- and big-lawn killing assays, providing additional support for the conclusion that the FSHR-1 pathway regulates a behavioral pathogen avoidance component of the immune system. Importantly, *fshr-1(ok778)* mutants are still more sensitive to infection than wild-type worms in a big-lawn killing assay (One-way ANOVA, F = 255.04; Tukey HSD test, P<0.01) (Fig 5A and 5B), indicating that regulation of pathogen avoidance is not the only contribution of the FSHR-1 pathway to innate immune defense.

**Fig 5:**
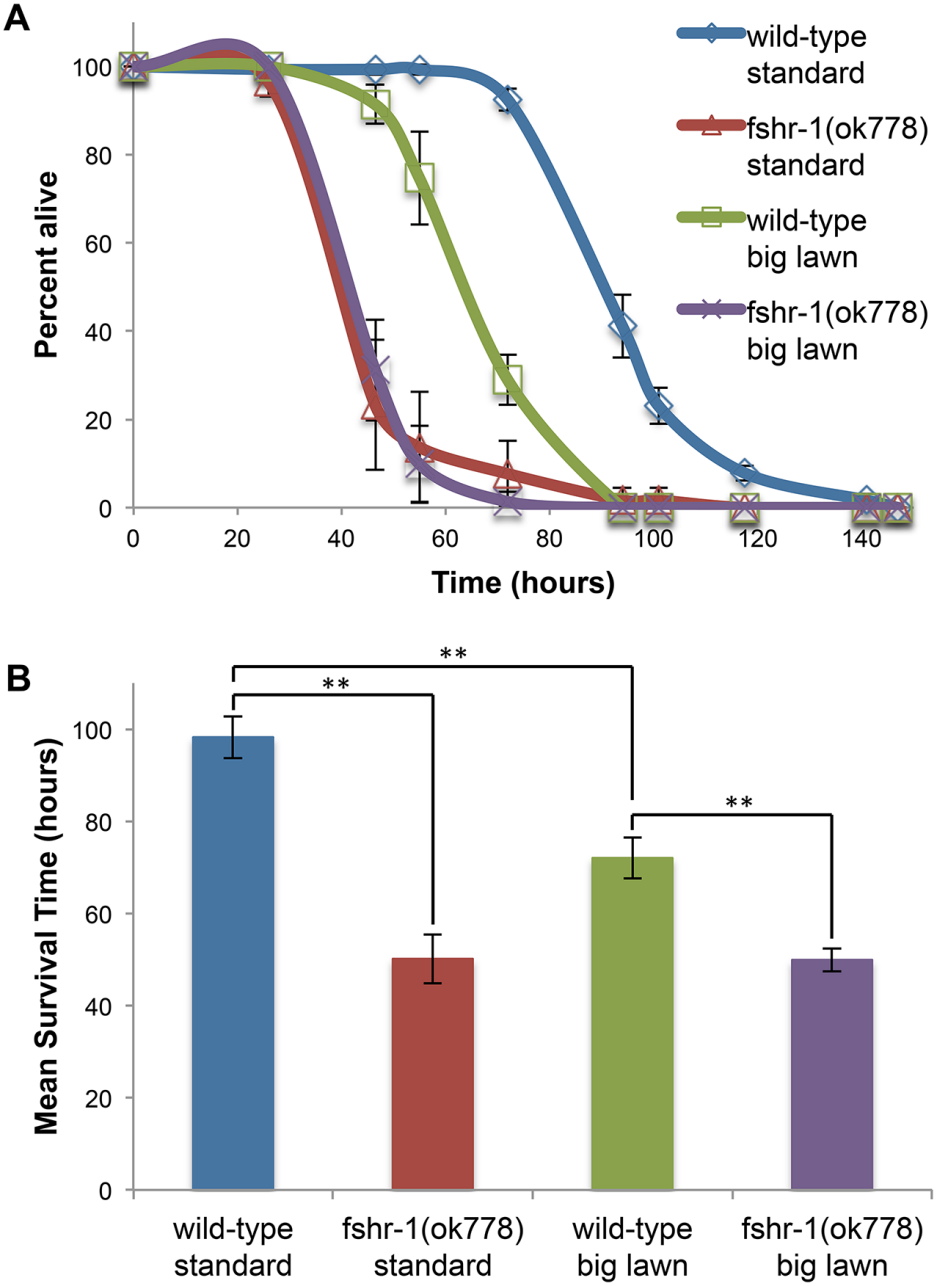
Pathogen avoidance contributes to the pathogen sensitivity of *fshr-1* mutants. The survival of worms was measured when exposed to a standard small lawn of PA14 or a big lawn that covered the entire surface of the agar. (A) Representative killing assay. (B) Mean survival time was measured and compared using one-way ANOVA and Tukey HSD test, **P<0.01. Error bars are standard deviation (A) or SEM (B).

## Conclusions

In summary, the conserved GPCR FSHR-1 mediates multiple defensive and protective facets of the *C*. *elegans* innate immune system. FSHR-1 is required for the survival both of infection by diverse pathogens and of xenobiotic insults that cause oxidative stress. 

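Genes of the infection response rose on PA14 in both genotypes, and most had a larger log2 fold change in wild-type worms. Of 33 infection response effectors, 25 rose in wild-type worms and 15 in *fshr-1(ok778)* mutants, or 27 and 24 adjusted over the list alone, where 1 fell in each genotype. This list includes *atf-7*, a transcription factor gene and not an effector, with log2 fold changes of -0.276 in wild-type worms and -0.00935 in the mutants. Of 30 CUB-like genes, 22 rose in wild-type worms and 15 in the mutants, or 28 and 22 adjusted over the list alone. The median log2 fold change of the effectors was 3.18 in wild-type worms (adjusted p = 3.16e-42 from camera) and 1.86 in the mutants (adjusted p = 1.42e-33). For the CUB-like genes it was 3.13 (adjusted p = 2.18e-54) and 1.79 (adjusted p = 3.34e-38). With an estimated correlation both groups kept an adjusted p under 0.05 in both genotypes (0.00454 and 0.00983 for the effectors, 0.000556 and 0.00203 for the CUB-like genes).

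The infection response genes *irg-3* and *irg-2* rose in both genotypes, by log2 fold changes of 5.89 (adjusted p = 1.47e-07 from limma) and 6.22 (adjusted p = 9.28e-05) in wild-type worms and 6.23 (adjusted p = 8.37e-08) and 5.71 (adjusted p = 0.000443) in the mutants. The CUB-like gene *C32H11.4* rose by 5.83 in wild-type worms (adjusted p = 6.95e-06) and by 7.21 in the mutants (adjusted p = 8.67e-07). The mucin-like gene *mul-1* rose by 6.2 in wild-type worms (adjusted p = 7.99e-05) and by 3.24 in the mutants (adjusted p = 0.0047), a difference of 2.96 (adjusted p = 0.353). *sysm-1* rose by 4.78 in wild-type worms (adjusted p = 0.00298) and had a log2 fold change of 0.92 in the mutants (adjusted p = 0.941), a difference of 3.87 (standard error 0.91, adjusted p = 0.484). For *ZK896.5* the difference was 2.30 (standard error 0.27, adjusted p = 0.0862).

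Of the 52 genes in either list, 43 had a higher log2 fold change on PA14 in wild-type worms than in the mutants. Among them are *clec-47* (-0.449 and -1.41) and *clec-60* (-0.128 and -0.423), which fell less in wild-type worms. S2 Table, whose genes were chosen on these arrays as higher in infected wild-type worms, holds 12 of the CUB-like genes and 8 of the effectors. The count of 43 and the differences in response below are therefore not independent evidence of a direction. The median difference between the responses was 1.2 for the effectors (adjusted p = 2.91e-12 from camera, adjusted p = 0.189 with an estimated correlation, adjusted p = 0.0898 from fry). For the CUB-like genes it was 1.25 (adjusted p = 1.56e-13 from camera, adjusted p = 0.0644 with an estimated correlation, adjusted p = 0.0226 from fry). Within replicates 9, 15 and 30 it was 1.00, 1.64 and 0.560 for the effectors and 1.24, 1.16 and 0.677 for the CUB-like genes. In the same replicates the median of wild-type worms minus mutants was -0.289, -0.742 and -0.277 on OP50 for the effectors, and 0.370, 0.586 and 0.0989 on PA14. For the CUB-like genes it was -0.136, -0.340 and -0.201 on OP50, and 1.08, 0.563 and 0.502 on PA14. With the arrays as scaled here, a higher level in the mutants on OP50 thus makes up part of the difference in response. Markers of the intestine also had a larger response in wild-type worms, by a median of 0.36 (adjusted p = 0.00569 from camera, adjusted p = 0.592 with an estimated correlation, and 0.0546 and 0.0712 without replicates 9 and 30). Adjusted over the list alone, 11 effectors and 10 CUB-like genes had a larger response in wild-type worms, and 1 CUB-like gene had a smaller one. Over all genes, limma called 0 with a response that differed between the genotypes, with 767 at an unadjusted p under 0.05. With a pseudocount of 32 or with dim probe sets left out it called 2 (*ZK896.5* and *gst-38*), with a trended and robust prior 7, and without the *fshr-1(ok778)* array of replicate 9 on OP50 it called 3. *irg-3*, *irg-2* and *C32H11.4* passed in wild-type worms without each replicate in turn, as did *irg-3* and *C32H11.4* in the mutants, while *sysm-1* in wild-type worms did not without replicate 9 or 15 (adjusted p = 0.157 and 0.149), nor did *irg-2* (0.0607 and 0.0816) and *mul-1* (0.216 and 0.197) in the mutants.

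**Figure D2:**
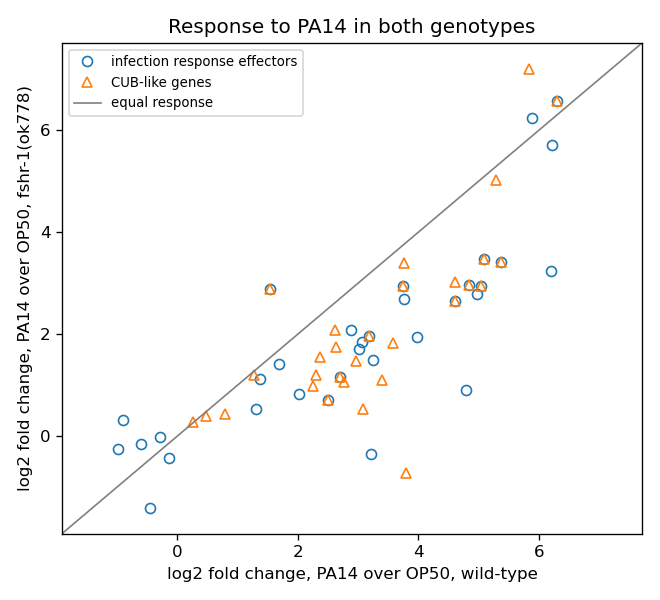
Log2 fold change of PA14 over OP50 in wild-type worms (horizontal axis) and in *fshr-1(ok778)* mutants (vertical axis), with a circle for each of 33 infection response effectors and a triangle for each of 30 CUB-like genes, 11 of which are in both lists. The line marks an equal response, and 43 of the 52 genes lie below it. S2 Table, whose genes were chosen on these arrays, holds 12 of the CUB-like genes and 8 of the effectors.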

Upon infection, FSHR-1 activates expression of a collection of known antimicrobial infection response genes that defend the worm by attacking the pathogen. FSHR-1 also activates expression of a collection of oxidative stress response genes that detoxify ROS produced as part of the worm’s defense and thereby protect the worm against oxidative damage. 

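Several glutathione S-transferases, which conjugate glutathione to oxidized and foreign compounds, rose on PA14 in both genotypes. *gst-6* rose by a log2 fold change of 3.52 in wild-type worms (standard error 0.29, adjusted p = 0.000199 from limma) and 3.16 in *fshr-1(ok778)* mutants (adjusted p = 0.00107). *gst-13* rose by 2.56 in wild-type worms (standard error 0.30, adjusted p = 0.00134) and 2.13 in the mutants (adjusted p = 0.00757). *gst-22* rose by 2.69 in wild-type worms (adjusted p = 0.0143) and had a log2 fold change of 2.12 in the mutants (adjusted p = 0.0701, and 0.0338 with the replicate as a block), a difference of 0.57 (adjusted p = 1). *gsto-1* fell by 2.50 in the mutants (standard error 0.31, adjusted p = 0.0045) and had a log2 fold change of -0.52 in wild-type worms (adjusted p = 0.668), a difference of 1.98 (adjusted p = 0.449). In all, 7 of 43 glutathione S-transferases rose in wild-type worms, while 4 rose and 1 fell in the mutants. Adjusted over the list alone, 11 rose and 1 fell in wild-type worms, and 7 rose and 2 fell in the mutants. The family's median log2 fold change was 0.51 in wild-type worms (adjusted p = 3.37e-05 from camera, adjusted p = 0.155 with an estimated correlation) and 0.21 in the mutants (adjusted p = 0.0238, adjusted p = 0.615 with an estimated correlation). Its median response was larger in wild-type worms by 0.29 (adjusted p = 0.0140, adjusted p = 0.592 with an estimated correlation, and 0.0739 and 0.108 without replicates 9 and 30). Markers of the intestine moved by a median of 0.36 in the same contrast (adjusted p = 0.00569, adjusted p = 0.592 with an estimated correlation, and 0.0546 and 0.0712 without replicates 9 and 30), so this shift is not specific to the family. In the mutants, the family's adjusted p was 0.337 without replicate 9 and 0.0909 without replicate 15.

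Of 21 heat shock proteins, *hsp-17* rose in wild-type worms (log2 fold change 1.65, adjusted p = 0.00114, and 1 gene adjusted over the list alone). It had a log2 fold change of 0.12 in the mutants (adjusted p = 1), and the difference between these responses was 1.53 (adjusted p = 0.259, but 0.0333 with a trended and robust prior). As given above, *hsp-17* was already higher in the mutants on OP50. Its smaller response in the mutants therefore does not mean a lower level in them on PA14. Of 12 genes of the heavy metal response, the cadmium-responsive gene *cdr-4* rose in wild-type worms by 1.90 (adjusted p = 0.0102) and had a log2 fold change of 1.25 in the mutants (adjusted p = 0.12, and under 0.05 with a pseudocount of 32, adjusted p = 0.0451), a difference of 0.66 (adjusted p = 1). With *cdr-2*, 2 genes of this group rose in wild-type worms, and 3 rose and 1 fell adjusted over the list alone. Of the genes named here, *gst-6* kept an adjusted p under 0.05 in wild-type worms without replicates 9 and 30 but not without replicate 15 (0.0556), *gst-13*, *hsp-17* and *cdr-4* passed there only without replicate 30, and *gst-22* did not pass without any one of them (0.352, 0.109 and 0.0707). In the mutants *gst-6* had adjusted p values of 0.13 and 0.106 without replicates 9 and 15, and *gst-13* and *gsto-1* did not pass without any one replicate number.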

FSHR-1 is additionally required for the protective ability of worms to sense an infection and modify their behavior to avoid pathogens.

We have previously shown that FSHR-1 is necessary and sufficient in the intestine for its role in promoting survival of infection by ingested pathogens [9]. Here we provide evidence that this receptor coordinates multiple facets of innate immunity from the intestine, the site of infection. An intestinal role for FSHR-1 in the response to infection-induced oxidative stress is not unexpected because the worms must sense and respond to oxidative damage at the site of ROS production, the intestine. FSHR-1 also acts in the intestine for its protective role against infection-independent oxidative stress, suggesting the same mechanism can be used to sense xenobiotic ROS production despite the fact that the worm’s exposure to ROS-generating cadmium and paraquat is not restricted to the intestinal epithelium.

Learned pathogen avoidance behavior is a more complex phenomenon that requires the integration of sensory signals from multiple tissues. ASJ chemosensory neurons detect secondary metabolites produced by bacteria via a G-protein signaling pathway and communicate with interneurons via a TGF-β neuroendocrine signal [26]. The intestine and hypodermis sense perturbations in essential cellular processes caused by bacterial toxins at the site of an infection [27]. The bacterial identity signal from the neurons is integrated with an infection signal from the intestine and/or hypodermis to modulate the worm’s behavior and promote learned avoidance of a pathogen via a suppression of aerotaxis and activation of serotonin signaling [23,24,27]. Although G-protein signaling is important for the neuronal identification of bacteria, and it is a formal possibility that FSHR-1 also acts in the neurons, our data indicate that the GPCR FSHR-1 acts in the intestine to promote the avoidance of pathogens, suggesting that FSHR-1 contributes to the intestinal detection of infection rather than the neuronal identification of bacteria.

How might the FSHR-1 pathway sense an infection? The production of ROS by host cells is a widely utilized mechanism of pathogen defense that also results in collateral damage to host tissues [15]. In addition, multiple pathogens have been shown to use ROS production as an important virulence determinant, suggesting that oxidative damage could be classified as a pattern of pathogenesis [28–31]. Regardless of the source of oxidative damage—bacterial attack, host defense, or xenobiotic assault—a critical response is the activation of detoxification enzymes that mitigate the damage. In addition, epithelial cells sensing oxidative stress would increase the survival of the host by initiating or amplifying local anti-pathogen defenses such as antimicrobial infection response gene expression, and endocrine signals that trigger an aversive learning program. Because FSHR-1 is required both for the survival of xenobiotic oxidative stress, and for the activation of oxidative stress response and infection response genes upon infection, we propose a model in which the FSHR-1 pathway could sense oxidative damage as a pattern of pathogenesis and then activate multiple facets of the innate immune response.

The ligand for FSHR-1 is unknown. FSHR-1 belongs to the LGR class of GPCRs; homologs bind the heterodimeric glycopeptide hormone FSHα/β [32–34]. The worm genome does not contain an identifiable FSHα subunit and no known role in immunity has been associated with the gene that most closely resembles FSHβ, suggesting that FSHR-1 may bind a noncanonical ligand. Because FSHR-1 is important for the defense against multiple dissimilar pathogens, it is not likely to be a PRR that binds a MAMP. We have shown that the FSHR-1 pathway functions in the absence of infection to promote survival of heavy metal and oxidative stress, suggesting that FSHR-1’s ligand must be endogenously produced rather than bacterial in origin. A recently described example of a GPCR that recognizes infection in *C*. *elegans* by binding an endogenous ligand is the DAMP receptor DCAR-1 [4]. HPLA is a tyrosine metabolite that is produced by the worm upon physical disruption of the cuticle and underlying hypodermis by a sterile wound or by the piercing hyphae of the pathogenic fungus *Drechmeria coniospora*. Rather than detecting physical damage as a sign of infection, it is tempting to speculate that FSHR-1 could bind an endogenously-produced DAMP that signals chemical damage caused by ROS production. An important future step in understanding the recognition and response to infection in epithelial cells is the identification of the FSHR-1 ligand.

## Methods

### *C*. *elegans* strains and maintenance

*C*. *elegans* were grown at 20°C on NGM agar plates seeded with *E*. *coli* strain OP50 as previously described [35]. For experiments requiring developmentally synchronized worms, gravid hermaphrodites were bleached to obtain embryos, which hatched in sterile M9 buffer overnight at room temperature. Arrested L1s were pipetted to the appropriate seeded plates to resume development.

### Killing assays

Infection-based “slow killing” pathogen assays were performed as described [36,37]. Briefly, 10 μl of a saturated overnight culture of *P*. *aeruginosa* PA14 was pipetted onto 3.5 cm SK plates (NGM, with 0.35% Bacto-peptone) and spread slightly (standard lawn) or to cover the plate (big lawn). The plates were incubated at 37°C for 24 hours, followed by 25°C for 24 hours [38]. FUDR (75 μg/ml) was added to the perimeter of the agar 30–60 minutes before assay set-up. L4 larvae were transferred to the plates, incubated at 25°C, and monitored for survival over time [36,37].

For oxidative and cadmium stress killing assays, 3.5 cm NGM plates were poured with a supplement of paraquat or CdCl_2_. Concentrations of paraquat between 0.2 mM and 200 mM are commonly used to induce cytoplasmic oxidative stress so we used 5 mM paraquat in our assays [39,40]. We used 100 μM cadmium to induce heavy metal stress, as previously described [41]. Plates were seeded with 20x concentrated OP50 and FUDR (75 μg/ml) was added to the perimeter of the agar 30–60 minutes before assay set-up. L4 larvae were transferred to the plates and monitored for survival over time using a nose-touch response assay.

For heat stress killing assays, synchronized L1s were pipetted onto NGM plates seeded with OP50 and grown at 20°C until the young adult stage. Plates were transferred to 37°C and the numbers of live and dead worms were scored at multiple time points using a nose-touch response assay. To minimize temperature fluctuations throughout the assay, each plate was scored only once and then discarded.

All killing assays were performed in triplicate with approximately 40 worms per plate, and each experiment was repeated at least three times. Mean survival time was calculated for each plate as described [37]. Conditions were compared using a one-way ANOVA and Tukey HSD test.

### Pathogen accumulation

To measure accumulation of pathogens, N2 wild-type or *fshr-1(ok778)* L4 worms were transferred to SK plates prepared as for a pathogen killing assay, but with GFP-labeled PA14. After 18 hours of incubation at 25°C, worms were anesthetized with 25 mM NaN_3_, then photographed using a Nikon 90i compound epiflourescence microscope. To quantify the pathogen accumulation, the sum of the fluorescence intensity in the worm was determined for at least 10 worms per condition.

### Avoidance assays

To measure bacterial avoidance, 7 μl of PA14 or 10 μl of OP50 saturated overnight culture was pipetted onto a 3.5 cm SK plate. The plates were grown at 37°C for 24 hours, followed by 25°C for 24 hours. L4 worms were transferred to the center of the bacterial spot and incubated at 25°C. All plates were scored for avoidance of the lawn at least 30 minutes but no more than 1 hour after set-up, and again 9 hours after set-up. Worms were scored as “in” the lawn if at least 50% of their posterior body were in contact with the lawn or if their head were in contact with and foraging in the lawn. Worms were scored as “out” of the lawn if their head and >50% of their body were outside the lawn. All experiments were performed in triplicate and repeated at least three times. The mean lawn occupancies for different conditions were compared using a one-way ANOVA and Tukey HSD test.

### Microarray

To measure genome-wide gene expression, young adult N2 wild-type or *fshr-1(ok778)* worms were transferred to SK plates with PA14 or OP50 prepared as if for a pathogen killing assay. Samples were prepared as previously described [12]. Briefly, total RNA was harvested in TriReagent (Molecular Research Center) after 4 hours of incubation on SK plates. cDNA was synthesized following the recommended RetroScript (Life Technologies) protocol. After second strand synthesis, double-stranded cDNA was purified using an RNeasy (Qiagen) column. Samples were hybridized on Affymetrix full-genome GeneChips for *C*. *elegans* at the Harvard Medical School Biopolymer Facility. Each experiment was repeated three times. The data were analyzed using GenePattern (Broad Institute) and Microsoft Excel. The mean expression for the three replicates of each gene was compared between conditions using a two-tailed two-sample t-test. A gene was considered differentially expressed between conditions if there was a greater than 2-fold difference in mean expression with P<0.05.

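Under these thresholds, genes exceeded the 2-fold criterion between the genotypes in both directions. With limma's unadjusted p in place of the plain test, 202 genes were over 2-fold higher in wild-type worms than in *fshr-1(ok778)* mutants on OP50, among them *bcf-1*, *fshr-1*, *ech-4* and *haf-6*. A further 652 genes, with *gfi-1*, *best-5* and *ins-35* among them, were over 2-fold higher in the mutants. On PA14, 250 genes were over 2-fold higher in wild-type worms, including *sysm-1*, *gst-38* and *ZK896.5*, and 544 were over 2-fold higher in the mutants, including *nhx-6*, *acd-1* and *kcc-2*. In 20 simulations of groups without any effect, a mean of 223 genes passed these thresholds as higher in wild-type worms on PA14. The count of 250 is thus close to what the spread of the arrays alone gives. The other counts were not simulated. The methods' t-test, run on the linear intensities with equal variances, gave 124 genes over 2-fold higher in wild-type worms on OP50 and 336 in the mutants. On PA14 it gave 173 and 302. For the PA14 response, which included *irg-3* and *C32H11.4*, limma gave 619 genes over 2-fold higher and 351 over 2-fold lower on PA14 than on OP50 in wild-type worms, and 473 and 379 in the mutants. By the methods' t-test the same counts were 501 and 222 in wild-type worms and 379 and 246 in the mutants. After a Benjamini-Hochberg adjustment, the methods' t-test called 3 genes between the genotypes on OP50, 24 between them on PA14, 7 for the PA14 response of wild-type worms and 72 for that of the mutants. Of limma's counts of genes over 2-fold higher in wild-type worms, that of 202 on OP50 became 316 without replicate 30, 324 without the *fshr-1(ok778)* array of replicate 15 on OP50, 335 after quantile normalization and 362 after median centring. That of 250 on PA14 became 452 without replicate 30 and 493 after median centring. With a pseudocount of 32, which draws in the ratios of dim genes, the counts fell to 50 and 69, and with dim probe sets left out to 63 and 72. On OP50, a split of the 6 arrays that mixes the genotypes gave 907 genes over 2-fold either way, against 854 for the real split. That split puts both arrays of replicate 15 together, and among the other splits that part all pairs of one replicate number the highest count was 330. On PA14 the real split gave 794, the highest other 589, and the highest that parts all pairs 465.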

To validate the microarray data, quantitative RT-PCR was performed as previously described [12] on four genes that were induced in infected worms according to microarray data. Briefly, wild-type N2 and *fshr-1(ok778)* mutant young adults were transferred to SK plates with PA14 or OP50 prepared as if for a pathogen killing assay. After 4 hours, worms were washed off the plates with M9 buffer and washed two more times to remove excess bacteria. Total RNA was extracted using TRI-Reagent. cDNA was synthesized using a Retro-script kit (Ambion) with oligo-dT primers, and then amplified on a MyiQ2 iCycler (Bio-Rad) with iQ supermix containing SYBR green (Bio-Rad). Primers are available upon request. Normalized expression values were compared among three independent biological replicates. For each experiment, the induction was calculated as the expression in worms exposed to PA14 divided by the expression in worms exposed in parallel to OP50. A two-sample T-test was used to compare the induction in wild-type worms with the induction in *fshr-1(ok778)* mutants.

### Reporter induction

To measure induction of the *ldIs3 [gcs-1*::*gfp]* oxidative stress response reporter, L4 LD1171 *ldIs3* or JRP1024 *fshr-1(ok778); ldIs3* worms were transferred to SK plates with PA14 or OP50 prepared as if for a pathogen killing assay. After 5 hours, worms were anesthetized with 25 mM NaN_3_, then photographed using a Nikon 90i compound epiflourescence microscope. To quantify reporter expression, the intestine was manually outlined using the Nikon Elements Advanced Research software. The mean fluorescence intensity of this Region of Interest was determined by the software for at least 10 worms per condition.

To validate the microarray data, reporter strains BC11778 *sEx11778 [gpx-1*::*gfp]* and BC14266 *sEx14266 [gst-38*::*gfp]* [42] were transferred as L4 larvae to SK plates with PA14 or OP50 prepared as described above. After 5 hours, worms were anesthetized and photographed as described above. The exposure time was held constant for all conditions within an experiment.

## Supporting Information

S1 Fig Microarray validation using qRT-PCR. (A) Induction of a sample of genes in worms infected with PA14 for 4 hours relative to control worms grown in parallel on non-pathogenic OP50. Expression was measured using qRT-PCR, and induction was defined as the expression in worms on PA14 divided by expression in worms on OP50. (B) The induction of the same genes based on microarray data. Error bars are SEM. T-test comparison of induction in wild-type and *fshr-1(ok778)* mutants, *P<0.05, **P<0.01.
(TIF)

S2 Fig Microarray validation using transcriptional reporters. (A, B) Expression of the reporter *gpx-1*::*GFP* in worms grown on OP50 (A) or infected with PA14 for 5 hours (B). (C, D) Expression of the reporter *gst-38*::*GFP* in worms grown on OP50 (C) or infected with PA14 for 5 hours (D). (E) The expression of the same genes in worms grown on OP50 or infected with PA15, based on microarray data. Error bars are SEM. T-test comparison of microarray expression in wild-type worms fed OP50 or PA14, **P<0.01.

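The glutathione S-transferase gene *gst-38* had a signal of 153 ± 2.95 (SD, n = 3) in wild-type worms on OP50 and 5285 ± 1379 (SD, n = 3) in wild-type worms on PA14, a log2 fold change of 5.07 (standard error 0.24, adjusted p = 9.09e-06 from limma). In *fshr-1(ok778)* mutants its signal was 242 ± 49.1 on OP50 and 1324 ± 254 on PA14 (SD, n = 3 each), a log2 fold change of 2.45 (standard error 0.24, adjusted p = 0.00114). The glutathione peroxidase gene *gpx-1* went from 397 ± 72.7 to 1569 ± 404 in wild-type worms (SD, n = 3 each), a log2 fold change of 1.97 (standard error 0.23, adjusted p = 0.00144). In the mutants it went from 399.6 ± 74.5 to 1291 ± 125 (SD, n = 3 each), a log2 fold change of 1.70 (standard error 0.23, adjusted p = 0.00671). The responses of *gpx-1* in the genotypes differed by 0.26 (standard error 0.33, adjusted p = 1). Those of *gst-38* differed by 2.62 (standard error 0.34, adjusted p = 0.114), which passed the threshold with a pseudocount of 32 (2.50, adjusted p = 0.0291), with dim probe sets left out (adjusted p = 0.0173) and with a trended and robust prior (adjusted p = 0.00645). Compared on PA14 alone, *gst-38* was higher in wild-type worms than in the mutants by a log2 fold change of 1.98 (standard error 0.24, adjusted p = 0.00868). The response of *gst-38* in wild-type worms passed without each replicate in turn. That difference on PA14 did not pass without replicate 9, 15 or 30 (adjusted p = 0.534, 0.415 and 0.0522). Without replicates 9 and 15, the adjusted p was 0.193 and 0.103 for *gst-38* in the mutants, 0.166 and 0.0818 for *gpx-1* in wild-type worms and 0.430 and 0.220 for *gpx-1* in the mutants.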

(TIF)

S3 Fig FSHR-1 is required for the avoidance of pathogenic PA14. L4 *fshr-1* (RNAi) and L4440 control (RNAi) worms were transferred to lawns of pathogenic *P*. *aeruginosa* PA14. The lawn occupancy was measured 1 hour and 9 hours after the transfer and the means of the two RNAi conditions were compared at each time point with a T-test. ***P<0.001. Error bars are SEM.
(TIF)

S1 Table Ratio of basal gene expression in uninfected worms. The ratio of gene expression was calculated as the expression in wild-type N2 worms / *fshr-1(ok778)* mutant worms grown on *E*. *coli* OP50. The genes shown have at least 2-fold higher expression in wild-type worms than in mutants, with P<0.05 in a two-sample T-test.

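The copy of S1 Table used here lists 33 genes, of which 30 could be read from a probe set of their own. Of these 30, 29 had a higher mean signal in wild-type worms than in *fshr-1(ok778)* mutants on OP50, and 26 were over 2-fold higher at an unadjusted p under 0.05 from limma. Over all genes, 11 of the 30 passed at an adjusted p under 0.05. *bcf-1* had the highest ratio of the 30, at 76.3, where the table gives 64.6. For *scl-2* the ratio of the mean signals was 8.12 (the paper's ratio is 7.72), with a log2 fold change of 2.84 (standard error 0.42, adjusted p = 0.0236). For the lysozyme gene *lys-7* it was 3.72 (the paper's ratio is 3.65), with a log2 fold change of 1.88 (adjusted p = 0.0664, and 0.0222 with the replicate as a block). The ratio was within 1.5 times the table's for 24 of the 30 genes. *pud-2.1*, *C32C11.4* and *pes-2.2* had no probe set of their own. The methods' t-test with its 2-fold criterion called 23 of the 30 genes.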

(XLSX)

S2 Table Ratio of gene expression in infected worms. The ratio of gene expression was calculated as the expression in wild-type N2 worms / *fshr-1(ok778)* mutant worms grown on *E*. *coli* OP50 until the young adult stage and then transferred to *P*. *aeruginosa* PA14 for 4 hours. The genes shown have at least 2-fold higher expression in wild-type worms than in mutants, with P<0.05 in a two-sample T-test.

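S2 Table lists 56 genes, of which 54 could be read from a probe set of their own, all but *comt-2* and *pud-2.1*. Of the 54, 52 had a higher mean signal in wild-type worms than in *fshr-1(ok778)* mutants on PA14, and 44 were over 2-fold higher at an unadjusted p under 0.05 from limma. Over all genes, 16 of them passed at an adjusted p under 0.05. The ratio of mean signals was 94.0 for *bcf-1* (the paper's ratio is 80.6), 37.3 for *sysm-1* (the paper's is 25.1), 3.99 for *gst-38* (the paper's is 4.64) and 4.61 for *ZK896.5* (the paper's is 4.22). It was within 1.5 times the table's ratio for 50 of the 54 genes. The methods' t-test with its 2-fold criterion called 41 of them.

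Part of these genes were also called for the PA14 response. In wild-type worms 33 of the 54 rose on PA14, and in the mutants 17 did, with a median log2 fold change of 2.21 and 1.12. The PA14 arrays of both genotypes enter the choice of these genes and their response, which raises the response of wild-type worms and lowers that of the mutants, so the difference between the genotypes in these counts follows in part from the choice. Genes were also chosen from simulated groups without any effect, at the same thresholds but with limma's unadjusted p in place of the plain test. Of these, 88.5% had a positive response in wild-type worms and 12% in the mutants through the shared arrays, against 45 and 42 of the 54 here. The count in wild-type worms is thus no more than that of genes chosen without any effect, while that in the mutants is above it. The simulated genes differed by noise alone. What the choice adds for genes with a true difference between the genotypes was not simulated. None of the simulated genes was called by limma for the response of wild-type worms in 20 simulations. With no changed gene in a simulation the adjusted p rarely passes. This count therefore cannot tell whether the 33 calls follow from the choice.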

(XLSX)

How the deposited data were processed for this re-analysis (not part of the article)

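The series holds 12 Affymetrix arrays of *C. elegans* RNA, with 3 arrays for each of 4 conditions: wild-type N2 worms and *fshr-1(ok778)* mutants, each after 4 hours on *E. coli* OP50 or *P. aeruginosa* PA14. According to the methods, the authors worked with GenePattern and Microsoft Excel. The values the authors deposited are an intensity per probe set and array, on a linear scale with no logarithm taken. The mean of each array after leaving out 2% at each end was close to 500.1 and the quantiles differed between arrays, so the values had been scaled per array and not quantile normalized. The program that summarized the probes, and its version, are not given in the sources used here. No background or detection call was used here, and the number of arrays limits the precision. The correlation of log2 intensities across probe sets, which are not independent replicates, was 0.942 to 0.975 between arrays of one condition (median 0.950).

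Of 22625 probe sets, 77 control probe sets were left out and 22548 were tested, with no filter on dim ones. The platform table gives 1 gene symbol for 20810 of the tested probe sets, several symbols for 843 and none for 895. Gene identifiers of 20701 probe sets were matched to the RefSeq table of the WBcel235 assembly, which was used for names and for the order of neighbouring genes only, because the sources used here do not name the assembly behind the array. A gene was read from the probe set of its own with the highest mean log2 intensity over all arrays. This gave 17138 genes, 2998 of them with several probe sets. Probe sets shared by several genes were tested but not assigned to a gene. Whether the *fshr-1* probe set lies within the part of the gene that ok778 removes was not analysed here.

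Log2 intensities were fitted with limma 3.58.1 in R 4.3.3 (lmFit and eBayes), with a mean per condition over all 12 arrays and 8 residual degrees of freedom (prior degrees of freedom 1.95). The contrasts were wild-type minus *fshr-1(ok778)* on OP50 and on PA14, PA14 minus OP50 in each genotype, and the difference between these responses. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 over all probe sets tested. Counts at the thresholds of the paper's methods use a ratio of linear means over 2 and an unadjusted p under 0.05. Before the data were examined, 35 gene lists were written down, and 34 with at least 3 measured genes were tested with camera (preset correlation 0.01, Benjamini-Hochberg over the lists of a contrast), again with an estimated correlation, and with fry, which tests whether a list's genes move one way and does not compare them with other genes. Members called were counted over all genes and adjusted over the list alone. Lists that name members of S1 or S2 Table are partly chosen on these samples, since the values of those tables had been seen. The lists reported are infection response effectors, CUB-like genes, C-type lectins, glutathione S-transferases, antioxidant enzymes, SKN-1 targets, heat shock proteins, the heavy metal response, fatty acid beta-oxidation, vitellogenins, F-box A proteins and markers of the intestine, of neurons, of oocytes and germline, and of sperm.

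The genes named were chosen by a rule set before the data were examined. For each contrast it takes up to 10 called genes per direction with the largest log2 fold change and the same sign in all 3 replicates (the 5 with the smallest p where fewer than 5 passed), the genes the paper's text names for expression, the genes of S1 and S2 Table, whose values had been seen, and up to 4 genes per list with the smallest p. For some of these genes, values are also given in contrasts for which the rule did not take them, such as *gst-22* in the mutants, and those were added after their values were seen.

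The series design states that the 4 conditions of a replicate were prepared in parallel, so the replicate numbers 9, 15 and 30 pair the samples. Deviations from the condition means correlated at a median r of 0.046 over the 18 pairs of arrays with the same number (-0.117 to 0.284) and of -0.0468 over the 36 pairs with different numbers (-0.220 to 0.142), across probe sets. The paper's test has no pairing, so the replicate number as a block, with 6 residual degrees of freedom, was an alternative. The other alternatives were quantile normalization, median centring, a pseudocount of 32, leaving out the dimmest 40% of probe sets, fitting only the groups compared, a trended and robust prior, the mean of a gene's probe sets, the methods' t-test on linear values, and leaving out each replicate number and each array in turn. Without a replicate number, 2 arrays per condition remain and the pooled spread of limma is used. In simulated data of 22548 probe sets with the spread of these arrays, 11.9%, 52.2% and 72.7% of changes of 1, 2 and 3 on the log2 scale between the genotypes on OP50 were called, and 0.0313% of unchanged probe sets. For a difference in response the shares were 0%, 34.3% and 54.5% of changes of 1, 2 and 3, and 0.0179% of unchanged probe sets.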

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

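The tests of array scaling and of sperm markers for the genes higher in the mutants and of the genes that flank *bcf-1* and *gfi-1* were chosen only after the results were seen, as was the choice to test the genes raised and the genes lowered by PA14 as sets.

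The paper reports genes expressed at higher levels in wild-type worms, and the arrays also hold genes higher in *fshr-1(ok778)* mutants, which it does not report: 60 on OP50 and 39 on PA14 at an adjusted p under 0.05, against 16 and 19 higher in wild-type worms (the counts in the mutants were 1, 1 and 22 on OP50 and 2, 5 and 6 on PA14 without replicates 9, 15 and 30). Sperm markers as a group were shifted toward the mutants as well, although limma called 0 of the 40 on either bacterium (22 on OP50 and 20 on PA14 at an unadjusted p under 0.05), with a median log2 fold change of -1.18 on OP50 and -1.11 on PA14 (adjusted p = 7.54e-13 and 1.97e-10 from camera, adjusted p = 0.623 and 0.699 with an estimated correlation), and sperm content stays open: read on the other bacterium, the median of the 60 genes fell short of the lower decile of the sperm markers there by 0.469 (95% bootstrap interval -0.238 to 0.779), and that of the 39 genes by 0.293 (-0.441 to 0.676). Array scaling stays open as well: after quantile normalization 29.2% of the changed genes were higher in wild-type worms on OP50 (exact 95% interval 19.0 to 41.1) and 46.6% on PA14 (33.3 to 60.1), and after median centring 37.7% (24.8 to 52.1) and 50.9% (37.1 to 64.6). These intervals, like the bootstrap ones above, are taken over genes and do not measure the spread between replicates. The excess in favour of the mutants on PA14, and on OP50 with median centring, therefore cannot be told apart from a difference in scaling. An effect of *fshr-1* on these genes, the biological explanation that the design gives, was not tested separately from these.

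*gfi-1* was higher in the mutants by log2 fold changes of -4.10 on OP50 and -5.73 on PA14 (adjusted p = 0.000382 and 1.52e-05 from limma), while its neighbour *bcf-1* on the WBcel235 assembly was higher in wild-type worms, so adjacent genes differed in opposite directions. The opposite directions already go against 1 change in copy number as the source of both differences. The 10 measured genes that flank the pair had a median log2 fold change of 0.04 on OP50 (exact 95% interval -0.315 to 0.360) and -0.09 on PA14 (-0.775 to 0.229). This is short of the 1 that a doubled copy number would give, which argues against a change in copy number that spans these genes. Among them, *F57F4.2* was at 1.09 on OP50 and 0.991 on PA14, and *F57F4.1* at -0.982 and -0.775. Neither passed at an adjusted p under 0.05 from limma. A change in copy number confined to the pair was not tested. Among the 400 measured genes nearest to *fshr-1*, 2 were called between the genotypes, against 103 of 15823 others (odds ratio 0.767, 95% interval 0.0913 to 2.86, two-sided Fisher's exact p = 1). Variants linked to *fshr-1* in the mutant strain remain open, since the interval spans 1 and the pair itself, with 749 measured genes between it and *fshr-1*, lies outside that range. Regulation of the pair by *fshr-1* may be the source of the difference, and a background variant at the pair was not tested.

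The response to PA14 was smaller in the mutants for the genes that rose. Over 456 genes raised on average over both genotypes, the median log2 fold change was 1.58 in wild-type worms and 1.17 in the mutants (ratio 0.742, 95% bootstrap interval over genes 0.684 to 0.806), and 337 had a larger response in wild-type worms. A compressed signal range of the mutant arrays would also shrink the response of the 202 genes lowered on average, which was -1.17 and -1.18. Their ratio lay 0.270 above that of the raised genes (0.151 to 0.368, bootstrap over genes). That interval does not measure the spread between replicates. Within replicates 9, 15 and 30 the median difference in response was 0.357, 0.746 and 0.393 for the raised genes. For the lowered genes it was 0.121, -0.0130 and -0.232, where compression would make it negative. The pooled medians thus argue against compression, while replicate 30 alone does not. Scaling is argued against by the median difference of the raised genes, which was 0.50 and stayed at 0.457 after quantile normalization. Both a weaker induction on PA14 and a higher level on OP50 without *fshr-1* remain candidate explanations, since the median difference of the raised genes between wild-type worms and mutants was -0.30 on OP50 and 0.12 on PA14, but -0.16 and 0.21 after quantile normalization and -0.09 and 0.33 after median centring.

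PA14 changed 423 genes in wild-type worms (325 higher, 98 lower) and 227 in the mutants (155 higher, 72 lower), a response the paper reports only in part. The counts were 54, 67 and 214 in wild-type worms and 5, 14 and 90 in the mutants without replicates 9, 15 and 30, 278 in wild-type worms without their array of replicate 9 on PA14, and 126, 108 and 106 in the mutants without their arrays of replicate 9 on OP50, replicate 9 on PA14 and replicate 15 on PA14.

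The PA14 response of wild-type worms minus that of the mutants passed camera's test of the interaction for 5 lists. Its median was above 0 for infection response effectors (1.2), CUB-like genes (1.25), glutathione S-transferases (0.29) and intestine markers (0.36, adjusted p = 0.00569, 12 genes). It was below 0 for oocyte and germline markers (-0.28, adjusted p = 0.0140, 23 genes). The median response of these markers within replicates 9, 15 and 30 was -0.227, -0.546 and 0.0559 in wild-type worms and -0.104, -0.105 and 0.117 in the mutants. None of the 5 lists passed with an estimated correlation (adjusted p = 0.592 for the intestine and 0.917 for the oocyte and germline markers). Without replicate 15 the oocyte and germline markers had an adjusted p of 0.771, and the intestine markers had 0.0546 without replicate 9 and 0.0712 without replicate 30. S2 Table, whose genes were chosen on these arrays, holds 8 of the effectors and 12 of the CUB-like genes, so their result is not independent of that choice.

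The 6 arrays of a comparison can be split into groups of 3 in 10 ways, too few for a share under 0.05. The real split was 1 of 10 with as many genes called for the genotypes on OP50 (76, highest other 1), the genotypes on PA14 (58, highest other 3), PA14 in wild-type worms (423, highest other 1) and PA14 in the mutants (227, highest other 1). Among the other splits that part all pairs of one replicate number, the highest counts were 0, 0, 1 and 1. For genes over 2-fold either way at an unadjusted p under 0.05, 2 of 10 splits gave as many as the real one on OP50 (854, highest other 907, but 330 among the splits that part all pairs) and 1 of 10 on PA14 (794, highest other 589, and 465). For a response that differs between the genotypes the real count was 0, so all 100 of 100 splits drawn had to give at least as many and their number says nothing. The highest other, 184, exchanges the genotype labels on PA14 alone and so measures the genotype difference common to both bacteria, a structure of the samples.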

How the results depend on the processing

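The alternatives below were set before the data were examined, apart from the floors of 64 and 100 and the test of the genes changed by PA14 as a set, which were chosen after the values were seen. No called result for a named gene or a list reversed its direction under the alternatives where these were read. They were not read for the fit on only the groups compared, the methods' t-test or single arrays left out. There, every gene called both with and without the alternative kept its sign. The split between the directions on PA14 did change, from 19 higher and 39 lower in wild-type worms to 28 and 27 after median centring. With the replicate as a block, 145 genes changed between the genotypes on OP50 (18 higher in wild-type worms, 127 lower). Of the results for single genes named in the text or chosen by the rule other than through a list, 233 kept their side of the threshold with the block, 8 passed only with it and 4 only without it. Of 170 results for lists, 164 kept their side and 6 passed only with the block. Of the genes called without it, 69 of 76 and 46 of 58 were called with it between the genotypes on OP50 and PA14, and 378 of 423 and 198 of 227 for PA14 in wild-type worms and in the mutants.

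With quantile normalization, 335 genes were over 2-fold higher in wild-type worms on OP50, and with median centring 362 on OP50 and 493 on PA14. A pseudocount of 32 gave 131 and 116 changed genes between the genotypes on OP50 and PA14, 384 changed by PA14 in the mutants, 2 with a response that differs, and 50 and 69 over 2-fold higher on OP50 and PA14. It brought the response of *gcs-1* in wild-type worms (0.69) and the difference in response of *gst-38* (2.50) past the threshold. With dim probe sets left out, the same counts were 142, 88, 351, 2, 63 and 72, 10 lists differed in response, and *gcs-1* (0.70) and *gst-38* (2.62) passed. These filters test fewer genes or damp those near background, where signal limits what can be read: 40% of probe sets were left out. A trended and robust prior gave 155 and 99 changed genes on OP50 and PA14, 359 for PA14 in the mutants, 7 that differ in response and 10 shifted lists on PA14, and *gcs-1* (0.70) and *gst-38* (2.62) passed. With the mean of a gene's probe sets, *gcs-1* passed at 0.81. Fitted on only the groups compared, which leaves fewer arrays for the spread, the counts were 5, 16, 183 and 127. The methods' t-test with adjustment gave 3, 24, 7 and 72, and 124 genes over 2-fold higher on OP50. It and the fit on only the groups compared give no value for a difference in response. With floors of 64 and 100 it gave 33 and 26 genes on OP50 and 53 and 45 on PA14. With an estimated correlation, 0, 0, 2, 3 and 0 lists shifted in the contrasts between the genotypes on OP50 and PA14, of PA14 in wild-type worms and in the mutants, and of the difference in response. Fry gave 2 and 1 between the genotypes, 3 in the mutants and 1 for the difference. Where no construction is named, the cause was not tested.

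Leaving out each replicate number or array in turn gave 2 to 112 changed genes between the genotypes on OP50, 4 to 67 on PA14, 54 to 405 for PA14 in wild-type worms, 5 to 259 in the mutants and 0 to 3 for the difference in response. The counts over 2-fold higher were 159 to 324 on OP50 and 209 to 452 on PA14. The lists shifted were 1 to 9, 6 to 10, 4 to 10 and 3 to 5 for the genotypes on OP50 and PA14, PA14 in the mutants and the difference in response. The response of *gpx-1* was 1.89 to 2.1 in wild-type worms and 1.56 to 1.93 in the mutants, and that of *gst-38* in the mutants 2.44 to 2.46, each past the threshold in some and not in others. Without a replicate number, fewer arrays remain: 100 named-gene calls were lost without replicate 9, 103 without replicate 15 and 60 without replicate 30.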

Differences from the paper's values

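At the paper's stated thresholds, with limma's unadjusted p in place of the plain test, 202 genes were over 2-fold higher in wild-type worms on OP50, where the paper's count is 34, and 250 on PA14, where the paper's count is 56. Simulated groups without any effect gave a mean of 223 genes on PA14, so the count of 250 does not show that many true differences. Of 24 alternatives set before the data were examined, the count on OP50 came within 1.5 times the paper's with a pseudocount of 32 (50), and the count on PA14 with a pseudocount of 32 (69) and with dim probe sets left out (72). The others, with the methods' t-test among them (124 and 173), did not come within it. Intensities under 64 set to 64 before the methods' t-test, a choice made after seeing the values, gave 33 and 53 genes. This called 23 of the 30 and 38 of the 54 measured genes of the paper's tables, and 7 and 16 were not called. The methods' t-test without a floor called 23 and 41 of them. A floor of 100, also chosen after seeing the values, gave 26 and 45 genes and called 21 and 37 of the paper's, with 9 and 17 not called.

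Ratios of wild-type worms over *fshr-1(ok778)* mutants on OP50 that differed from S1 Table were 1.77 for *lys-5* (the paper's is 7.75), 0.999 for *irld-29* (the paper's is 7.14), 1.82 for *thn-1* (the paper's is 5.19), 18.1 for *C09B8.4* (the paper's is 3.37) and 12.7 for *fshr-1* (the paper's is 2.88). No alternative set before the data were examined brought these 5 within the paper's values. A probe set shared by *lys-5* and *lys-6* had a ratio of 10.8 and one shared by *thn-1* and *thn-2* a ratio of 4.53, so the paper's values for *lys-5* and *thn-1* may come from probe sets that were not assigned to a gene here. For *asah-1* the ratio was 3.44 (the paper's is 2.01), and a pseudocount of 32 (2.98), leaving out replicate 9 (2.65) or leaving out replicate 15 (2.84) brought it within. On PA14, the ratio was 30.9 for *fshr-1* (the paper's is 3.88), 0.840 for *irld-29* (the paper's is 2.55) and 0.933 for *haf-2* (the paper's is 2.14), with no alternative that brought them within. It was 12.1 for *F55G11.3* (the paper's is 2.38), and 2.81 with a pseudocount of 32. With the floors chosen after seeing the values, the ratio of *fshr-1* was 3.60 on OP50 and 4.46 on PA14 at 64, and 2.31 and 2.86 at 100. The signal of *fshr-1* in the mutants (18.2 on OP50 and 9.25 on PA14) lies below the level of 48.4 that the dimmest 40% of probe sets do not exceed, so its ratios without a floor are not exact.

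The paper states that infected mutants fail to induce the *gcs-1*::*gfp* reporter. On the arrays, which measure the transcript in whole worms at 4 hours, the log2 fold changes in the mutants were 0.60 and 0.32 for the *gcs-1* probe sets, neither past the threshold (adjusted p = 0.245 and 0.876 from limma), against 0.70 and 0.91 in wild-type worms (adjusted p = 0.109 and 0.0482).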

Other observations

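None of the tests in this part was added after the data were examined. PA14 also changed genes outside the infection response. The acyl-CoA dehydrogenase gene *acdh-1* fell by 4.66 on the log2 scale in wild-type worms (adjusted p = 0.000185 from limma) and by 3.88 in *fshr-1(ok778)* mutants (adjusted p = 0.00116), and the folate transporter gene *folt-2* fell by 4.62 in wild-type worms (adjusted p = 0.000155). The nuclear hormone receptor gene *nhr-114* fell as well, with log2 fold changes of -4.30 in wild-type worms (adjusted p = 0.00926) and -3.95 in the mutants (adjusted p = 0.024), as did the peroxisomal ABC transporter gene *pmp-5*, with -4.42 (adjusted p = 0.000497) and -4.02 (adjusted p = 0.00195). Of 57 genes of fatty acid beta-oxidation, 4 rose and 5 fell in wild-type worms, and 5 rose and 3 fell in the mutants. The counts adjusted over the list alone were 7 that rose and 6 that fell in wild-type worms, and 11 and 3 in the mutants. The group's adjusted p was 0.427 in wild-type worms and 0.0138 in the mutants (median log2 fold change 0.02, adjusted p = 0.71 with an estimated correlation), and 0.207 for the difference between the responses. In wild-type worms *acdh-1* and *folt-2* passed without each replicate in turn, while *nhr-114* (adjusted p = 0.286 and 0.2) and *pmp-5* (0.0698 and 0.0624) did not without replicates 9 and 15, nor did *acdh-1* in the mutants (0.162 and 0.133).

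Of 220 C-type lectins, 14 rose and 3 fell in wild-type worms and 8 rose in the mutants, or 17 and 9, and 10 with 3 that fell, adjusted over the list alone. S2 Table holds 4 of them. *clec-67* rose by 3.98 in wild-type worms (adjusted p = 2.46e-05) and by 1.95 in the mutants (adjusted p = 0.00258), a difference of 2.03 (adjusted p = 0.217). Of 171 F-box A proteins, 7 rose and 3 fell in wild-type worms, and 13 rose and 3 fell adjusted over the list alone (median log2 fold change 0.18, adjusted p = 0.00245 from camera, adjusted p = 0.440 with an estimated correlation). Adjusted over the list alone, 3 of 5 vitellogenins, the yolk proteins, were higher in wild-type worms than in the mutants on each bacterium, with a median log2 fold change of 0.70 on OP50 and 0.84 on PA14 (adjusted p = 0.00319 and 0.00404 from camera, adjusted p = 0.623 and 0.699 with an estimated correlation, and 0.0858 on OP50 without replicate 15). S2 Table holds 2 of the vitellogenins. Sperm markers had a median log2 fold change of -1.18 on OP50 and -1.11 on PA14 (adjusted p = 7.54e-13 and 1.97e-10 from camera), and oocyte and germline markers one of -0.04 on OP50 (adjusted p = 0.956) and -0.28 on PA14 (adjusted p = 0.00847, 0.451 without replicate 15 and 0.132 after median centring). With an estimated correlation the adjusted p was 0.623 and 0.699 for the sperm markers and 0.699 for the oocyte and germline markers on PA14. Whether the worms differed in reproductive stage was not tested.

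Calls of the PA14 response were shared between the genotypes, which were measured on separate arrays. 121 genes rose in both, where independent lists would share 2.94, and 46 fell in both, where independent lists would share 0.412. Of the 325 genes that rose in wild-type worms, 318 had a positive log2 fold change in the mutants, and 94 of the 98 that fell had a negative one.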
